# Sustained overexpression of spliced X-box-binding protein-1 in neurons leads to spontaneous seizures and sudden death in mice

**DOI:** 10.1038/s42003-023-04594-8

**Published:** 2023-03-09

**Authors:** Zhuoran Wang, Qiang Li, Brad J. Kolls, Brian Mace, Shu Yu, Xuan Li, Wei Liu, Eduardo Chaparro, Yuntian Shen, Lihong Dang, Ángela del Águila, Joshua D. Bernstock, Kory R. Johnson, Junjie Yao, William C. Wetsel, Scott D. Moore, Dennis A. Turner, Wei Yang

**Keywords:** Epilepsy, Epilepsy

## Abstract

The underlying etiologies of seizures are highly heterogeneous and remain incompletely understood. While studying the unfolded protein response (UPR) pathways in the brain, we unexpectedly discovered that transgenic mice (XBP1s-TG) expressing spliced X-box–binding protein-1 (*Xbp1s*), a key effector of UPR signaling, in forebrain excitatory neurons, rapidly develop neurologic deficits, most notably recurrent spontaneous seizures. This seizure phenotype begins around 8 days after *Xbp1s* transgene expression is induced in XBP1s-TG mice, and by approximately 14 days post induction, the seizures evolve into status epilepticus with nearly continuous seizure activity followed by sudden death. Animal death is likely due to severe seizures because the anticonvulsant valproic acid could significantly prolong the lives of XBP1s-TG mice. Mechanistically, our gene profiling analysis indicates that compared to control mice, XBP1s-TG mice exhibit 591 differentially regulated genes (mostly upregulated) in the brain, including several GABA_A_ receptor genes that are notably downregulated. Finally, whole-cell patch clamp analysis reveals a significant reduction in both spontaneous and tonic GABAergic inhibitory responses in *Xbp1s*-expressing neurons. Taken together, our findings unravel a link between XBP1s signaling and seizure occurrence.

## Abstract (web summary)

XBP1s is a key effector of the unfolded protein response. Neuron-specific overexpression of *Xbp1s* in the brain leads to impaired GABAergic signaling and recurrent spontaneous seizures in mice.

## Introduction

Spontaneous seizures are frequently observed in neurologic disorders. The underlying etiologies of seizures are highly heterogeneous (e.g., brain injuries and genetic origins), and remain poorly understood^1^. While analyzing the roles of the unfolded protein response (UPR) in brain function, we unexpectedly discovered that transgenic mice, which conditionally express spliced X-box–binding protein-1 (*Xbp1s*) in forebrain excitatory neurons, displayed severe recurrent spontaneous seizures, leading to sudden death over a short but predictable time period.

In general, the UPR is activated when unfolded/misfolded proteins accumulate in the endoplasmic reticulum (ER), and ER function is compromised, a state termed ER stress^2^. Activation of the UPR to restore ER homeostasis is critical to cell survival and organismal health because the ER is the subcellular compartment where newly synthesized membrane and secretory proteins are folded and processed. Among the 3 UPR branches, the most evolutionarily conserved branch is controlled by the stress sensor protein inositol-requiring enzyme-1 (IRE1). Upon activation, IRE1 functions as an endonuclease that unconventionally cleaves *Xbp1* mRNA to generate spliced *Xbp1* mRNA, which is then translated into XBP1s protein, a transcription factor. XBP1s can upregulate expression of genes coding for ER-resident chaperones and proteins involved in ER-associated degradation of misfolded proteins, thereby helping to reduce ER stress and re-establish cellular protein homeostasis (proteostasis)^3^. Indeed, studies have shown that overexpression of *Xbp1s* could be beneficial. For example, *Xbp1s* overexpression suppresses β-amyloid neurotoxicity in an Alzheimer’s disease fly model^4^. Cisse and colleagues used a viral-mediated gene-delivery approach to overexpress *Xbp1s* in the hippocampus of Alzheimer’s disease mice, and found that it markedly improved cognitive function in these mice^5^. Further, overexpression of *Xbp1s* in neurons or glial cells of *C. elegans* has been reported to improve proteostasis in multiple organs, resulting in an increase in longevity^6,7^. However, XBP1s signaling induced by sustained ER stress can contribute to disease pathogenesis.

Critically, current evidence indicates that XBP1s is not only a key regulator of adaptive responses to ER stress, but can also exert non-canonical and ER stress-independent functions^8^. For example, the IRE1/XBP1 pathway is involved in neural development and regulation of neurotransmitter systems^9,10^. Moreover, *Xbp1s* overexpression in the brain appears to improve long-term memory, partly due to XBP1s-regulated alterations within the BDNF pathway^11^. Notably, the XBP1 pathway has also been implicated in psychiatric disorders. For example, a polymorphism in the promoter region of *XBP1* has been proposed to be a genetic risk factor for bipolar disorder in Japanese populations^12^. Together, these data strongly suggest that XBP1s is a unique multifunctional protein that controls a plethora of cellular functions, and its dysregulation may lead to aberrant states.

In our efforts to develop conditional and inducible transgenic mice overexpressing *Xbp1s* limited to forebrain excitatory neurons, we discovered that within a few days after inducing expression of *Xbp1s*, these adult transgenic mice began to exhibit progressively worsening seizures followed by death. A few human and animal observational studies have implicated a link between epileptic seizures and ER stress^13,14^. For example, in human epileptic brain samples and animal brains with induced seizures, UPR markers, including XBP1s, are upregulated, suggesting seizure-mediated perturbation of ER proteostasis^14^. The current view is that seizures lead to ER stress, and activate the UPR, which may then contribute to apoptotic neuronal death, mainly via the PERK-ATF4-CHOP axis^14^. Indeed, some compounds that can reduce ER stress have shown neuroprotective effects in animal seizure models^14^. However, what we observed in our *Xbp1s* transgenic mice is distinct from previous studies, as *Xbp1s* is overexpressed in neurons in the absence of ER stress. To date, no evidence has shown that forced activation of a UPR branch in the brain can cause seizures. Therefore, this study is designed to understand this unexpected phenotype.

We first found that post-treatment with an anticonvulsant drug partially rescued this severe phenotype. Our gene expression profiling analysis revealed that *Xbp1s* expression in neurons modulates a network involving the post-synaptic GABA_A_ receptor pathway. Consistent with this finding, our whole cell patch clamp recordings demonstrated a significant reduction in GABAergic inhibitory post-synaptic function in *Xbp1s*-expressing neurons. Together, our data unveiled a previously unrecognized role for XBP1s in the pathogenesis of spontaneous seizures through post-synaptic inhibitory alterations. These findings may have important clinical implications. For example, in a case report, 3 unrelated individuals—who were documented to have various types of seizures that were resistant to multiple drugs, and who failed to achieve developmental milestones—carried *RNF13* gain-of-function mutations, which leads to an increase in *XBP1s* expression^15^.

## Results

### Sustained overexpression of *Xbp1s* in forebrain neurons led to spontaneous seizures and lethality in mice

To study the role of XBP1s in brain function, we initially set out to generate conditional and inducible *Xbp1s* transgenic mice (XBP1s-TG) in which neuron-specific expression of *Xbp1s* is controlled by a Tet-off system with a Camk2a promoter (Supplementary Fig. 1a, b). At first, we bred mice with regular drinking water so that *Xbp1s* transgene expression was not suppressed. Unexpectedly, under this breeding condition, XBP1s-TG neonatal mice began to die shortly after birth, and no adult XBP1s-TG mice were obtained.

To determine whether this mortality was due to *Xbp1s* expression, we provided doxycycline (Dox) in the drinking water during the mating period to adulthood. Under this condition, all mice reached adulthood (up to 12 months of age in our observational period) without any apparent abnormal phenotype. However, when Dox was removed from the drinking water to induce *Xbp1s* transgene expression, some XBP1s-TG mice started to display seizure-like behavior under mild stimulation (e.g., mouse handling) as early as 7 days of Dox withdrawal. The presentation of spontaneous seizures (e.g., loss of upright posture and clonus of limbs) was progressive and by approximately day 9, all mice showed evident and spontaneous seizures, and then rapidly developed into more severe and frequent unprovoked behavioral seizures (Supplemental Movies 1, 2). Eventually, all XBP1s-TG mice died by approximately day 15 after Dox removal (Fig. 1a).

**Fig. 1:**
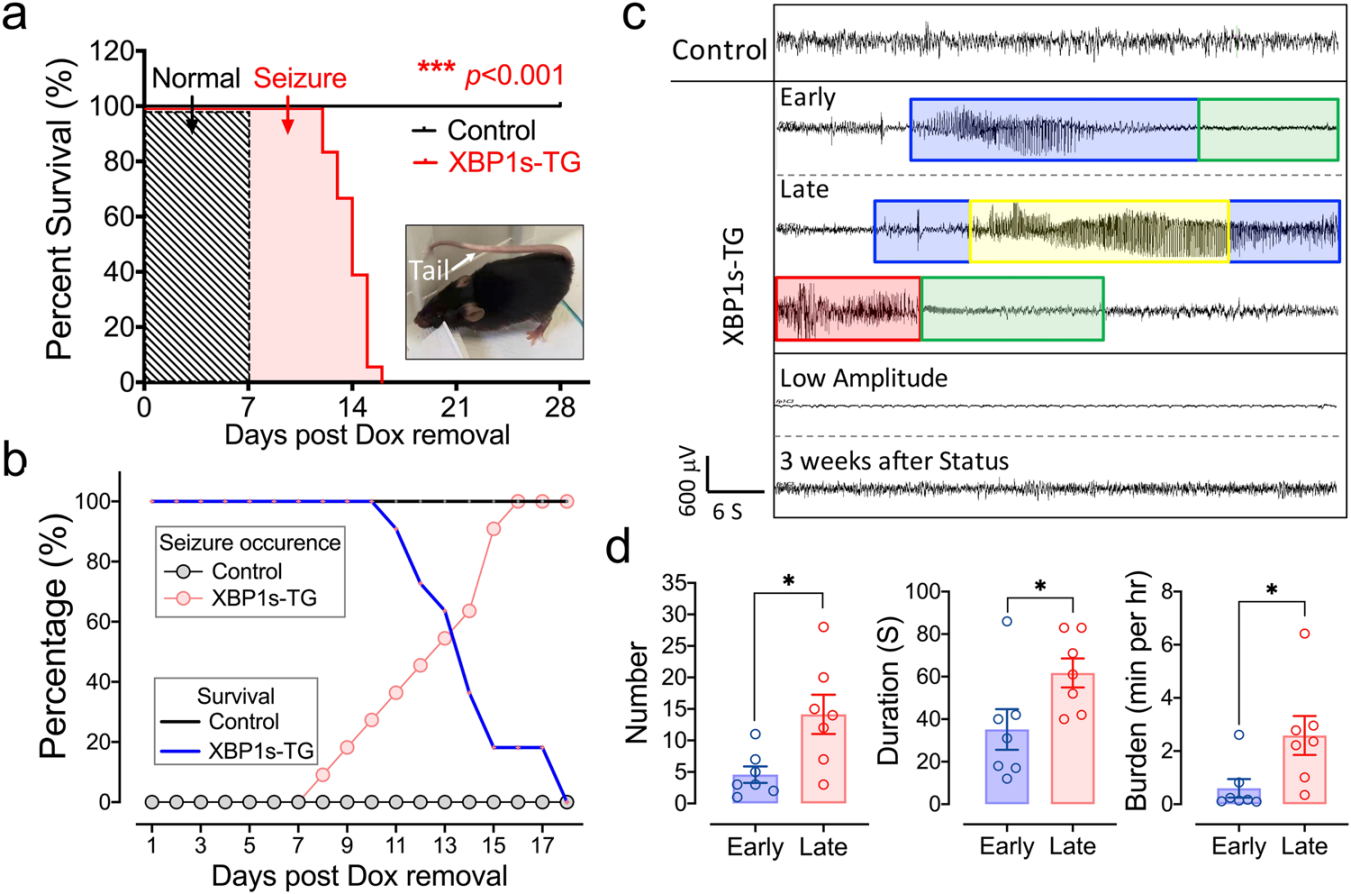
Sustained *Xbp1s* expression in neurons results in spontaneous seizures and death. **a** Survival of adult XBP1s-TG mice after induction of *Xbp1s* expression. XBP1s-TG and control mice were maintained with Dox in the drinking water prior to induction. When the mice were 2–3 months old, Dox was removed. The survival rate was recorded over 4 weeks. *n* = 17–18/group. The highlighted area labeled “seizure” refers to the presence of seizure behaviors. Inset: a representative picture of XBP1s-TG mice showing a seizure-like phenotype. **b**–**d** Progression of seizures with EEG monitoring. XBP1s-TG and control littermates were subjected to continuous EEG monitoring, immediately after removing Dox from the drinking water. **b** Seizure occurrence and survival rate. **c** Examples of EEG-recorded activity and seizures. The behavioral seizure activity is color-coded with blue boxes representing freezing, yellow boxes denoting rearing with automatisms of the forelimbs, and red boxes representing bounding behaviors. The period in the green box is a post-ictal period showing little to no movement. All the XBP1s-TG EEG recordings were from the same mouse. Of note, the two EEG traces at the bottom depict that the profoundly abnormal low amplitude EEG that was seen in several mice just hours before death was completely reversed to an essentially normal EEG pattern after adding Dox back to drinking water. **d** EEG characteristics of seizures. In the first 6 hours after seizure onset (early), the number, duration, and burden (time spent in seizures per hour) of seizures were lower during than during the late stage (i.e., the 6 hours just prior to transitioning to continuous seizure activity). Data are presented as mean ± SEM (*n* = 7/group). *p < 0.05; ***p < 0.001.

To better analyze the evolution of seizures in XBP1s-TG mice, we performed continuous video-electroencephalography (cvEEG) monitoring beginning 7 days after surgical placement of epidural EEG recording electrodes and continuing over 20 days. After Dox removal, the first seizures were observed as early as 8 days later in XBP1s-TG mice (Fig. 1b). The early seizures were characterized by behavioral freezing or arousal from sleep with little to no significant motor movement (Racine scores <3). Between days 8 and 13 post-Dox removal, all transgenic mice developed seizures while none of the controls had seizures. Within 3–4 days from the first seizure, the seizures became more frequent and longer in duration and eventually evolved into status epilepticus with nearly continuous seizure activity over a few hours before death. The behavioral correlates also became more severe over time, with the development of rearing, loss of balance, tonic-clonic movements, bounding behaviors, and eventually lying motionless on their sides in the cage (Racine scores ≥3).

Electrographically, early seizures occurred in 10–20 second periods of 4–5 Hz rhythmic activity that was symmetric and evolved into slower, post-ictal 2–3 Hz rhythmic activity post-ictally. Later seizures were longer, typically around 60 seconds in duration, had similar high-frequency onset, and evolved into high-amplitude 2 Hz sharp waves followed by longer periods of 1–2 Hz rhythmic delta. Some mice developed continuous electrographic seizure activity for several hours before death (status epilepticus). Other mice developed a profoundly abnormal low-amplitude EEG pattern for several hours just before death. Examples of the typical EEG patterns are shown in Fig. 1c. We quantified these electrographic changes by comparing the 6-hour period following the first seizure to the last 6-hour period just prior to the onset of continuous seizure activity or the low amplitude EEG (Fig. 1d). This analysis revealed that both seizure frequency and duration increased over time.

### Valproic acid treatment significantly prolonged the lifespan in XBP1s-TG mice

To determine whether animal death was due to severe seizures, we assessed the therapeutic effects of 2 current anticonvulsant drugs, carbamazepine (CBZ) and valproic acid (VPA). XBP1s-TG mice were placed on drinking water without Dox for 10 days, which resulted in ongoing recurrent seizures. The animals were then randomly divided into 3 different treatment groups. In the first group, we put Dox back into the drinking water. Interestingly, although there were already seizure occurrences in XBP1s-TG mice by day 10 post induction, re-introduction of Dox to suppress transgene *Xbp1s* expression completely reversed the seizure and lethal phenotype. In the second group, CBZ treatment failed to demonstrate any major therapeutic effect in XBP1s-TG mice. Remarkably, in the third group, daily VPA treatment significantly extended the lifespan of XBP1s-TG mice (Fig. 2a). Seizure score data indicated that after adding Dox back in the drinking water, XBP1s-TG mice rapidly returned to seizure-free condition. For VPA treatment, seizure occurrence was suppressed for several days, and then gradually came back, eventually leading to animal death (Fig. 2b). Collectively, the mortality observed in XBP1s-TG mice was related directly to the severe seizures.

**Fig. 2:**
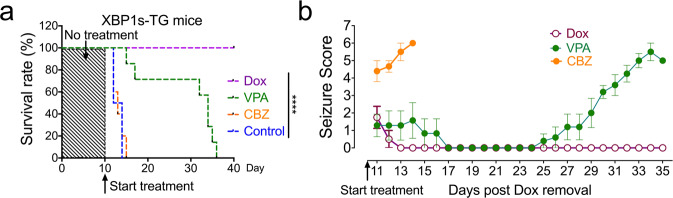
Pharmacologic interventions. On day 10 post-removal of Dox from the drinking water, XBP1s-TG mice (*n* = 4–7/group) received Dox in drinking water, valproic acid (VPA), or carbamazepine (CBZ) treatment. XBP1s-TG mice without any treatment served as control. **a** Survival rates (****p < 0.0001; Log-rank [Mantel-Cox] test). **b** Seizure scores (mean ± SEM).

### Mapping the integration site of the *Xbp1s* transgene in XBP1s-TG mice

Since the phenotype was totally unanticipated, we examined the possibility of whether the transgene insertion in TRE-XBP1s mouse line interferes with an endogenous gene, which then potentially contributes to the phenotype. To identify the exact transgene integration site(s), we used the targeted locus amplification (TLA) approach (Fig. 3). Our data indicated that there is only one insertion site in the TRE-XBP1s mouse line used in our study (Fig. 3a). Specifically, TLA analysis mapped the transgene insertion site to mouse chromosome 14, located in an intron of *glypican 6* (*Gpc6*) gene, with an 85 bp deletion at the integration site (Fig. 3b). This insertion site was confirmed by PCR analysis (Fig. 3c). Since the *Xbp1s* transgene is inserted in an intron, RNA-seq analysis indicated unaltered expression of *Gpc6* (see below), and no evidence indicates that *Gpc6* is a seizure-related gene, these data strongly support that the seizure phenotype observed in XBP1s-TG mice was caused by *Xbp1s* expression.

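Gpc6 (ENSMUSG00000058571) encodes glypican 6, a heparan sulfate proteoglycan of the cell surface. In hippocampal RNA-Seq 7 days after doxycycline (Dox) removal, fewer reads were assigned to Gpc6 in XBP1s-TG mice than in control mice. The 4 XBP1s-TG libraries held 250 to 318 reads of this gene (1094 in all) and the 4 control libraries held 401 to 686 (2051 in all). On the scale of TPM (normalized for exon length and library) of each library, the rate in XBP1s-TG was 0.579 times that in Control (95% confidence interval 0.537 to 0.623 from the exact Poisson test, counting error only). The gene lies on the plus strand of chromosome 14 of GRCm38 from 116925297 to 117979529. Fig. 3b places the transgene between exon 2 and exon 3. In GENCODE M21 the intron there runs from 117186821 to 117435651 and spans 248831 bases. It follows exon 2 in 3 of the 4 annotated Gpc6 transcripts and exon 3 in the other. Reads were recovered as whole numbers, within 0.001, from the TPM values and the table does not say whether they are single reads or read pairs.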

**Fig. 3:**
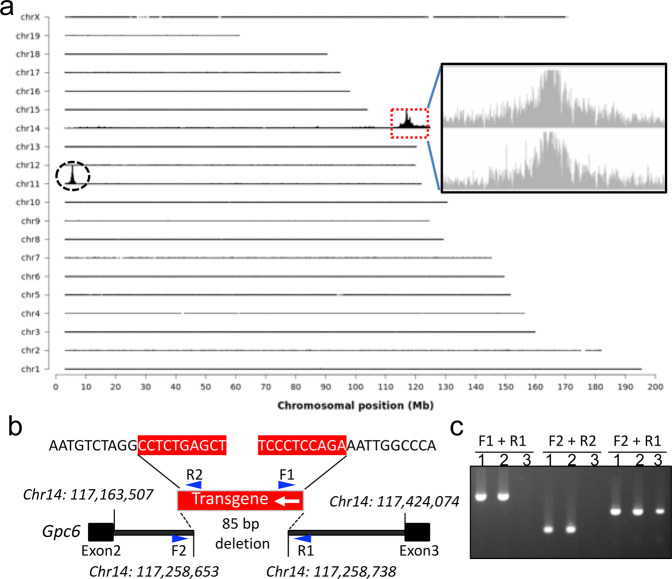
Integration site identification of the transgene in TRE-XBP1s mouse line. **a** Genome-wide TLA coverage. A detailed view of TLA sequence coverage surrounding the integration site (indicated by a red rectangle at chromosome 14) is shown in the inset. Peak at chromosome 11 shows endogenous *Xbp1* (indicated by a black circle). **b** Schematic of the insertion site. The transgene (red) was into the intron region between *Gpc6* exon 2 and exon 3. The blue arrows denote the primes for confirmation of the left and right junctions of the transgene. **c** PCR confirmation of the integration site. 1 and 2: TRE-XBP1s mouse DNA, and 3: wild-type mouse DNA. TLA targeted locus amplification.

### Characterization of XBP1s-TG mice revealed extensive changes in neurologic functions, neuroinflammation, and physiology

To better understand this mouse line, we first examined general changes in overall health status, including physical and mental health, in XBP1s-TG mice. We found that a substantial loss in body weight was observed in XBP1s-TG mice after Dox removal (Fig. 4a). Results from the grip strength test indicated a progressive functional decline in muscle strength in XBP1s-TG mice, after the onset of *Xbp1s* expression (Fig. 4b). In the social dominance tube test, XBP1s-TG mice failed 84% of matches (Fig. 4c), suggesting more submissive compared to controls.

**Fig. 4:**
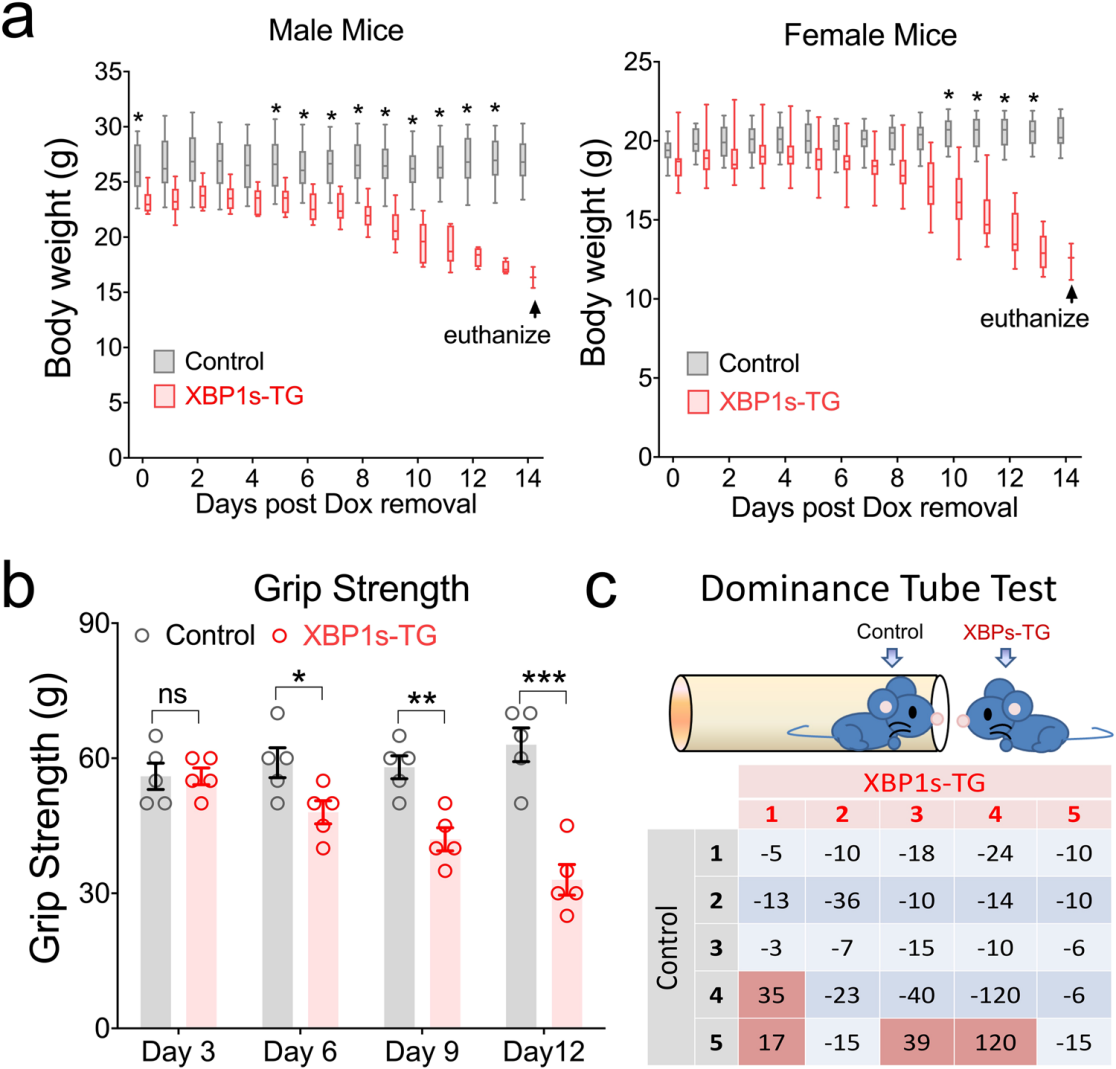
Behavioral phenotype in XBP1s-TG mice. **a** Body weight loss. Body weight of adult male (*n* = 6/group; RMANOVA: genotype effect [F(1,9) = 12.67, *p* = 0.006]) and female (*n* = 11–13/group; RMANOVA: genotype effect [F(1,12) = 12.56, *p* = 0.004]) mice were monitored after Dox removal. **b** Grip strength test. Mice were tested on the indicated days post-removal of Dox. Data are presented as mean ± SEM (*n* = 5/group). **c** Social dominance tube test (*n* = 5/group). Control and XBP1s-TG mice were kept on drinking water without Dox for 8 days. The latency time (in seconds) of XBP1s-TG mice are shown in the table. If XBP1s-TG mouse won, the latency time is positive (red). If XBP1s-TG mouse lost, the latency time is negative (blue-grey). *p < 0.05; **p < 0.01; ***p < 0.001.

On day 8 after *Xbp1s* induction, no apparent abnormalities were identified in Nissl-stained brain sections of XBP1s-TG mice (Supplementary Fig. 1c). However, on day 13 after Dox removal, immunostaining analysis revealed dramatic activation of astrocytes (GFAP) and microglia (IBA1), denoting massive neuroinflammation in the XBP1s-TG brains (Supplementary Fig. 2). Together, these data indicate that sustained expression of *Xbp1s* in forebrain neurons severely deteriorated brain function, which is likely a consequence of the XBP1s-mediated seizures.

Metabolic changes can result in seizures, particularly low glucose levels. Current literature has documented that UPR signaling, especially the IRE1/XBP1s branch, plays a critical role in regulating metabolic processes such as glucose metabolism^3^. In line with previous findings, we observed a significant increase in blood glucose levels of Xbp1-cKO mice (Supplementary Fig. 3a). Consistently, we observed a decrease in blood glucose levels at day 6 after induction of *Xbp1s* expression (Supplementary Fig. 3b); however, no significant difference in glucose levels in the brain was found between wild-type and XBP1s-TG mice (Supplementary Fig. 3c). Further, we used functional photoacoustic microscopy (PAM) to image brains and assess the oxygen supply in the brain at a late stage in seizure progression. The PAM data showed that O_2_ saturation in brain vessels was comparable between control and XBP1s-TG mice on day 12 following the removal of Dox (Supplementary Fig. 4). Finally, there was no significant difference in blood gas levels between the genotypes (Supplementary Table 1). Thus, our findings did not support that *Xbp1s* overexpression disrupts energy metabolism (e.g., severe hypoglycemia), and thereby leads to seizures in XBP1s-TG mice.

### XBP1s is not only a master regulator of the UPR, but is also critically involved in the GABA_A_ pathway

Because XBP1s is a potent transcription factor, we then analyzed XBP1s-induced molecular consequences by gene profiling (Fig. 5). 

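Hippocampal RNA came from 4 XBP1s-TG mice (TRE-XBP1s;Camk2a-tTA) and 4 control mice on the C57BL/6 background, 2 months old and 7 days after Dox removal. In XBP1s-TG mice, a tetracycline-controlled activator under the Camk2a promoter turns on the Xbp1s transgene in forebrain excitatory neurons once Dox is gone. Xbp1 (chromosome 11, 5520659 to 5525893) averaged 789 ± 227 TPM (SD, n = 4) in XBP1s-TG libraries and 70.2 ± 1.28 TPM (SD, n = 4) in control libraries. This is a log2 fold change of 3.35 (standard error 0.156, adjusted p = 1.67e-06 from limma), and every XBP1s-TG library lay above every control library. The value per gene counts endogenous and transgene reads together. It was highest in library S3 (1094 TPM), followed by S1 (786 TPM), S4 (729 TPM) and S2 (549 TPM). A first principal component with 71.8% of the variance placed the XBP1s-TG libraries in that order, at 27.6 for S3, 22.4 for S1, 15.1 for S4 and 9.94 for S2, and the control libraries between -19.8 and -17.0. Across genes, which are not independent replicates, Pearson's r between libraries was 0.986 to 0.994 within Control, 0.980 to 0.990 within XBP1s-TG and 0.932 to 0.971 between the groups.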

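Markers of neighbouring tissue differed between libraries of the XBP1s-TG group. Choroid plexus genes, of which 12 were tested, had a median log2 difference from the Control mean of -3.12 in S1 and -2.94 in S3, against -0.40 in S2, 0.34 in S4 and -0.54 to 0.35 in the control libraries. Ttr, a thyroid hormone carrier secreted by the choroid plexus and picked after its values were seen, was at 70.1 TPM in S1 and 162 TPM in S3, at 4962 TPM in S2 and 8827 TPM in S4, and at 3876 to 8627 TPM in control libraries. No choroid plexus gene passed limma (0 of 12, and 4 lower at an unadjusted p under 0.05), while voom on the recovered reads called 4 lower. The 10 hypothalamic and limbic genes tested had a median of 1.60 in S1, against 0.22 to 0.55 in the other XBP1s-TG libraries. Avp, which encodes vasopressin and was also picked after its values were seen, was at 132 TPM in S1 and at 1.36 to 7.96 TPM elsewhere. Markers of astrocytes (14 tested), oligodendrocytes (13), interneurons (11), thalamus (7) and endothelium (7) held 0 differentially expressed genes by limma and 0 by voom. At an unadjusted p under 0.05, 4 astrocyte genes were higher and 3 lower, 2 oligodendrocyte genes were lower, 1 interneuron gene was higher and 1 lower, and thalamus and endothelium each had 1 lower. At an adjusted p under 0.05, short of 1.5-fold, these counts were the same except for 2 lower astrocyte genes and 0 thalamus genes. Of 78 cytosolic ribosomal protein genes 1 fell (Rpl13, log2 fold change -0.73). Of 13 mitochondrially encoded genes 0 passed both thresholds by either tool, with 2 lower at an unadjusted p under 0.05 and 1 at an adjusted p under 0.05. Xist was at 104 to 149 TPM in S3, S4, S7 and S8 and at 0.435 TPM or less in the others, so both groups held a pair of libraries of each pattern.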

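Libraries were prepared by the authors from 500 ng of total RNA with the KAPA Stranded mRNA-Seq Kit and sequenced on an Illumina HiSeq 4000. Trimmed reads were mapped to GRCm38 with CLCbio Genomics Workbench, and the values used here are TPM per gene before any log or quantile step. The reads assigned to genes numbered 34874402 to 52135987 in control libraries and 35256519 to 41830297 in XBP1s-TG libraries. At these depths 1 read per kilobase of transcript is 0.0604 to 0.0900 TPM. As in the paper, 2 was added to each TPM value before the log2 transform and quantile normalization. Genes with at least 1 library above 4 on that scale (14 TPM, or 156 to 232 reads per kilobase) were tested with limma and called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5. Because 2 is added, the log2 fold change understates the ratio for genes of low TPM. A set of 45 gene lists, most of ER, synaptic and cell type functions, was fixed before the deposited table was examined but after Supplementary Data 1 and 2 of the paper had been seen, and the genes of Fig. 5a and of Fig. 5f form 2 of these lists. Of the 45, 38 had at least 5 genes tested.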

RNA-Seq analysis was performed on the hippocampal samples collected from XBP1s-TG and control mice 7 days after induction of *Xbp1s* expression. 

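XBP1s-TG hippocampi had more upregulated than downregulated genes at a fold change of at least 1.5. Of 9270 genes tested with limma, 520 rose and 255 fell, 775 in all. Among the upregulated genes, 100 belonged to lists of protein entry into the ER, folding, ER-associated degradation and ER-to-Golgi transport, and 0 genes of these lists fell. The largest changes were upward, since 196 genes rose and 24 fell by at least 2-fold, and 26 rose and 0 fell by at least 4-fold. Without the normalization across libraries, which moved the median log2 fold change of all genes by 0.102, the counts were 709 up and 150 down. At the adjusted p alone, with no limit on the fold change, the balance turned, with 2260 genes up and 2729 down. Libraries S1 and S3 hold little choroid plexus RNA and the highest Xbp1 values, and without both, a choice made after seeing the data, 407 genes rose and 152 fell.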

Based on our selection criteria (fold change ≥1.5 and a false discovery rate-corrected *p*-value, *p*_adj_ ≤ 0.05), 591 genes were differentially regulated (413 upregulated and 178 downregulated) in XBP1s-TG vs. control mice (Supplementary Fig. 5 and Supplementary Data 1). 

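Genes of the ER were among those with the largest rise in XBP1s-TG hippocampi. Derl3, a component of ER-associated degradation, averaged 194 ± 46.3 TPM (SD, n = 4) in XBP1s-TG and 2.48 ± 0.845 TPM (SD, n = 4) in control libraries, a log2 fold change of 5.37 (standard error 0.16, adjusted p = 3.16e-07 from limma). Fkbp11 and Fkbp14, which encode peptidyl-prolyl isomerases of the ER, rose by 4.53 and 2.88 on the log2 scale, and Sdf2l1, a co-chaperone of the ER lumen, rose by 3.17. Creb3l1, an ER-resident transcription factor, was at 58.7 ± 9.64 TPM (SD, n = 4) against 7.57 ± 0.985 TPM (SD, n = 4). Genes with other roles were also among the first 10. These were Scarf2, a scavenger receptor family member (log2 fold change 3.75), Rhd, a blood group antigen (3.39), Lpin3, a phosphatidate phosphatase (2.76), and Cd68, a lysosomal glycoprotein of macrophages and microglia (2.75). The steepest fall was that of Itpka, an inositol trisphosphate kinase of dendritic spines, at 105 ± 26.1 TPM (SD, n = 4) against 294 ± 12.8 TPM (SD, n = 4), a log2 fold change of -1.60 (standard error 0.172, adjusted p = 7.56e-05 from limma). Slc30a3, which loads zinc into synaptic vesicles, fell by 1.52, and Ddn, which encodes the postsynaptic protein dendrin, fell by 1.48 on the log2 scale. Plk5, Camkk2, Nrep, Lefty1, Adcy1 and Ntn5 also stood among the 10 steepest falls, at log2 fold changes of -1.50 to -1.15. Gm20390, a gene model that overlaps Nme1 and Nme2, had a log2 fold change of -1.35 (adjusted p = 0.0262) with TPM values that overlap before normalization, and its call was lost without S2, S5 or S8 (adjusted p = 0.066, 0.0574 and 0.0596). With values below 4 raised to 4, Rhd, Lpin3, Plk5, Lefty1 and Ntn5 fell short of 1.5-fold. Of the genes listed by the paper in Supplementary Data 1, 413 of 413 upregulated and 176 of 178 downregulated genes were called here in the listed direction and 0 in the opposite one. A further 186 genes called here are not in that table.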

The heat map shows the top differentially regulated genes (Supplementary Fig. 5c). Notably, *Gpc6* expression was similar between groups, indicating that the transgene insertion has no obvious impact on *Gpc6* gene. 

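Gpc6 averaged 2.42 ± 0.161 TPM (SD, n = 4) in XBP1s-TG hippocampi and 4.17 ± 0.511 TPM (SD, n = 4) in control hippocampi, a ratio of 0.58. Each of the 4 XBP1s-TG libraries (2.21 to 2.58 TPM) lay below each of the 4 control libraries (3.48 to 4.68 TPM). The difference in log2(TPM + 2) was -0.48 (exact two-sided permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). Genes on either side of Gpc6 went in different directions. Gpc5, which encodes glypican 5, was at 21.6 against 24.6 TPM (log2 fold change -0.26, adjusted p = 0.00555 from limma), short of 1.5-fold. Gpr180 was at 29.9 against 19.5 TPM (0.46, adjusted p = 0.000147), also short of 1.5-fold. Dzip1, a gene of cilium formation from 118875520 to 118925314, fell from 37.0 ± 2.42 TPM (SD, n = 4) to 23.6 ± 2.19 TPM (SD, n = 4), a log2 fold change of -0.72 (adjusted p = 2.07e-05). Dnajc3, an ER co-chaperone gene next to Dzip1 that was picked after its values were seen, rose by 1.51 on the log2 scale (adjusted p = 1.97e-06). The nearest gene downstream of Gpc6 that reached 1 TPM in any library is Tgds, likewise picked, at 7.51 ± 0.502 TPM (SD, n = 4) against 6.32 ± 0.977 TPM (SD, n = 4; exact permutation test, p = 0.0857). Gpc6 and Tgds stayed below the limit for the test across genes, and with values below 4 on the log2 scale raised to 4 the Gpc6 difference is 0 (exact permutation test, p = 1). Without S1 and S3, the Gpc6 difference was -0.46 (exact permutation test, p = 0.0667, the smallest p that 2 libraries against 4 allow).

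**Figure D1:**
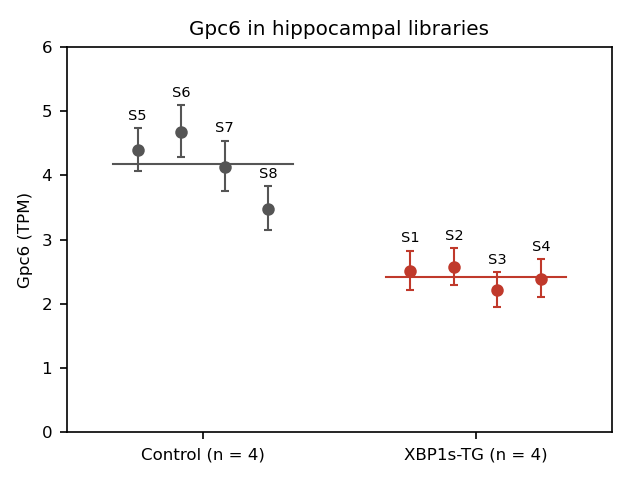
Gpc6 expression in TPM (vertical axis) for the 4 control and the 4 XBP1s-TG hippocampal libraries, with exact 95% Poisson intervals as error bars and the group mean as a line. Control libraries sit between 3.48 and 4.68 TPM and XBP1s-TG libraries between 2.21 and 2.58 TPM.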

Selected genes were validated by qRT-PCR analyses (Fig. 5a). 

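Eif2ak3, which encodes the ER stress sensor kinase PERK, averaged 52.9 ± 8.23 TPM (SD, n = 4) in XBP1s-TG hippocampi and 16.6 ± 1.54 TPM (SD, n = 4) in control hippocampi. The log2 fold change was 1.45 (standard error 0.0876, adjusted p = 3.61e-06 from limma). Atf6, the gene of the membrane-bound sensor ATF6, rose from 37.2 ± 2.61 TPM (SD, n = 4) to 86.8 ± 7.14 TPM (SD, n = 4), a log2 fold change of 1.05 (standard error 0.0532, adjusted p = 1.97e-06). Its homolog Atf6b rose by 0.59 on the log2 scale, which is under 1.5-fold without S3, S5, S6 or S7 (0.51, 0.55, 0.58 and 0.58). Ern1, the gene of IRE1, was at 5.85 ± 0.269 TPM (SD, n = 4) against 5.19 ± 0.607 TPM (SD, n = 4; exact two-sided permutation test, p = 0.0571), and without S7 the exact permutation test gave p = 0.0286. In the control group the Eif2ak3 level of S8 (14.3 TPM) stood apart from the other libraries (17.1 to 17.5 TPM). Of 24 tested genes induced downstream of PERK through ATF4 and CHOP, 4 rose, 0 fell and 20 did not pass, with the same counts adjusted over the list alone (camera, adjusted p = 0.622; median log2 fold change -0.02, mean 0.07). Those that rose were Aldh18a1, an enzyme of proline synthesis (0.89), Slc7a1, a cationic amino acid transporter (0.68), Ddit3, which encodes CHOP (0.62), and Ppp1r15a, which encodes GADD34 and was picked after its values were seen (0.59). Of these, Aldh18a1 was the 1 that passed without S1 and S3. Ddit3 lost its call without S1 (0.58) or S3 (0.56), and Ppp1r15a without S1, S3, S6 or S8 (0.55, 0.54, 0.56 and 0.56).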

Interestingly, RNA-Seq data indicated that the other 2 UPR sensors (ie, ATF6 and PERK) were significantly upregulated in XBP1s-TG mice. Indeed, Western blotting showed that protein levels of XBP1s and PERK were already increased on day 4 after Dox removal (Fig. 5b), and on day 8, protein levels of ATF6, PERK, and GRP78 remained markedly higher in the XBP1s-TG than in control mouse brains (Fig. 5c; Supplementary Fig. 6a). Moreover, the luciferase reporter assay suggested that XBP1s directly regulates the ATF6 and PERK promoters (Fig. 5d). Collectively, our data provided the in vivo evidence that the IRE1/XBP1s UPR branch is a master UPR regulator, which is in line with a previous cell culture study^16^, and also may reflect the fact that the IRE1 branch is the only major UPR branch conserved across species.

**Fig. 5:**
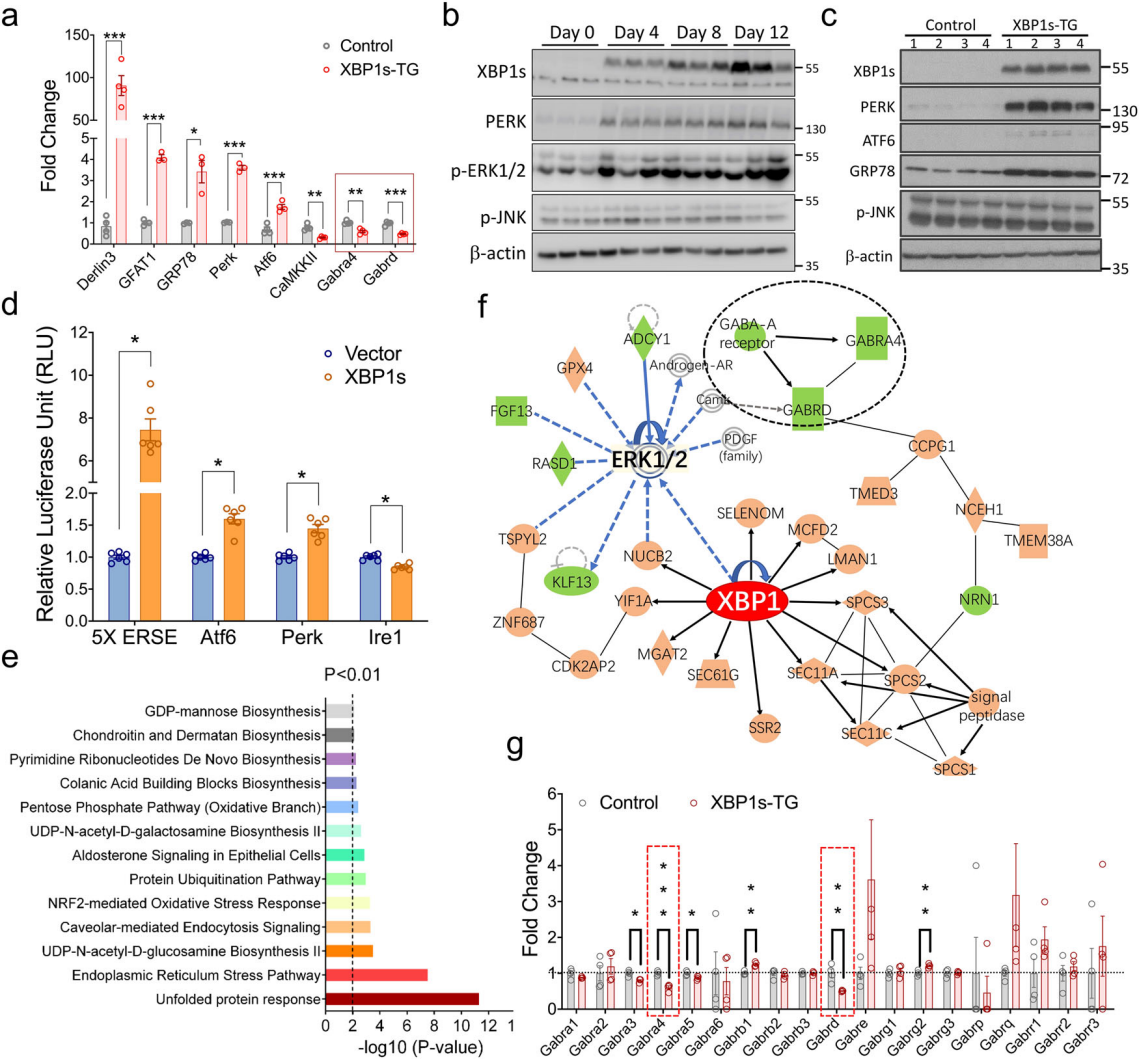
RNA-Seq analysis of hippocampal samples from control and XBP1s-TG mice. **a** Verification of RNA-Seq data by quantitative RT-PCR analysis. All data were normalized to β-actin. To calculate fold change, the mean values of control samples were set to 1.0. Data are presented as means ± SEM (*n* = 3/group). **b**–**d** Effects of XBP1s on UPR signaling. Western blotting analysis of key components of the UPR was performed using hippocampal samples. Brain samples were collected on the indicated days (**b**) or day 8 (**c**) after Dox removal from the drinking water. **d** Luciferase reporter analysis. Various promoter reporter vectors with empty vector or the *Xbp1s* expression vector were co-transfected into HEK293T cells. Luciferase activity was measured and compared. **e** IPA pathway analysis. **f** The predicted network. XBP1 is shown in red indicating high overexpression; brown indicates upregulated genes, while green signifies down-regulated genes. **g** RNA-Seq data of all subunits of the GABA receptors. The expression levels for the *Gabra4* and *Gabrd* subunits are marked by red dotted rectangles. Data are presented as mean ± SEM. *p < 0.01; **p < 0.01; ***p < 0.001.

As expected, the pathway analysis of our RNA-Seq dataset revealed that the most enriched pathways are related to the UPR and ER stress (Fig. 5e). However, the XBP1s-regulated transcriptional landscape in neurons extended beyond canonical UPR targets, as some enriched pathways are linked to neuronal activity. For example, XBP1s may regulate the expression of ion channels and transporters, as well as genes that contribute to neurotransmitter-driven neuronal activity (Supplemental Data 1). In particular, the subunits (α4 and δ) of the post-synaptic GABA_A_ receptor, which have been proposed as potential new targets to treat seizures^17^, are downregulated in XBP1s-TG mouse brains. 

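Many genes of protein entry into the ER, folding and export, and part of those of quality control, rose in XBP1s-TG hippocampi. Of 36 genes of ER entry, signal peptide cleavage and N-glycosylation, 29 rose, and of 32 ER chaperones and folding enzymes 25 rose. Of 44 genes of ER-to-Golgi transport 33 rose, and of 29 genes of ER-associated degradation 13 rose. No member of these lists fell by at least 1.5-fold (0 in each by limma and by voom), although 1 degradation gene and 2 entry genes were lower at an unadjusted p under 0.05. Of these, Ubxn6 (-0.12) for degradation and Sec61a2 (-0.22) for entry also passed the adjusted p. Adjusted over the list alone, each count of genes called was the same. Without S1 and S3 the counts that rose were 26 for entry, 25 for chaperones, 30 for transport and 9 for degradation. The gene of the chaperone GRP78, Hspa5, was at 613 ± 83.5 TPM (SD, n = 4) against 186 ± 13.2 TPM (SD, n = 4), a log2 fold change of 1.66 (standard error 0.0845, adjusted p = 1.97e-06 from limma). Dnajb9, a co-chaperone of GRP78, rose by 2.36, and Hyou1, a chaperone of the ER lumen, by 2.08 on the log2 scale. Sec61b, a subunit of the translocation channel, rose by 1.68, the translocon-associated gene Ssr1 by 1.42 and the oligosaccharyltransferase subunit gene Ostc by 1.52. For export, Kdelr2, a receptor that returns ER proteins from the Golgi, rose by 1.63, and Sec22b, a vesicle fusion protein, by 1.32. Among degradation genes, Os9, a lectin for misfolded glycoproteins, rose by 1.63, Vimp by 1.33 and Edem2 by 1.10.
By camera with its preset correlation of 0.01, the lists had adjusted p = 9.51e-18 for entry, 1.21e-18 for chaperones, 2.89e-20 for transport and 1.05e-11 for degradation. With an estimated correlation between the genes of a list, none kept its call (adjusted p = 0.394 for each), and neither did any of the 38 lists, 1 of which had an unadjusted p under 0.05. By fry, which tests whether the genes of a list move one way on balance and does not compare them with other genes, 12 lists were higher and 14 lower.

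**Figure D2:**
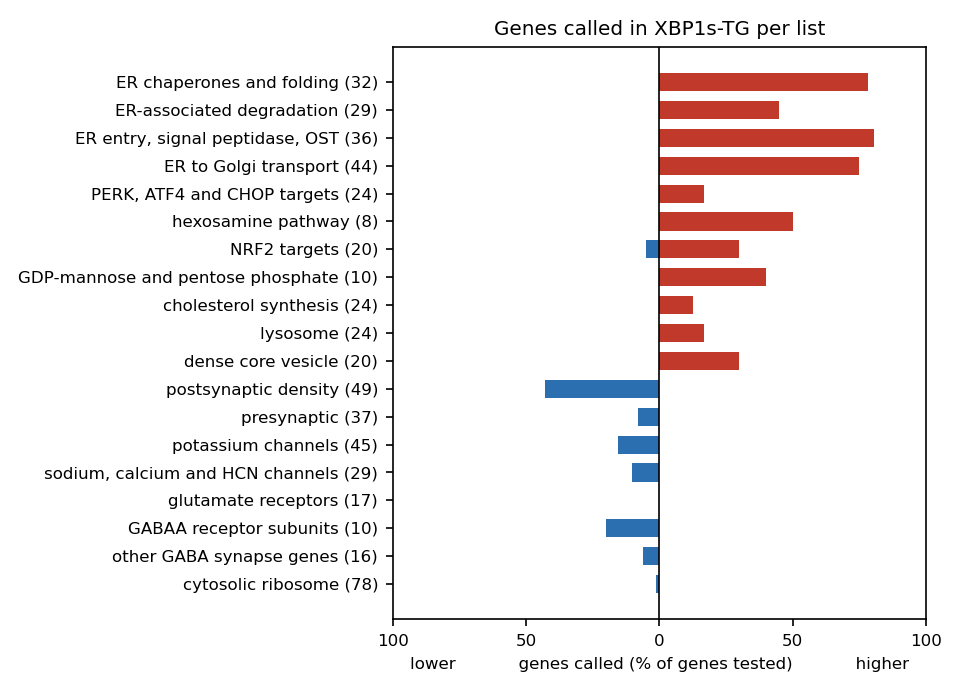
Share of tested genes called higher (right, red) or lower (left, blue) in XBP1s-TG against Control, in percent, for 19 gene lists with the number of genes tested in parentheses. The bars of the ER entry list (29 of 36 genes) and the ER chaperone list (25 of 32) are the longest on the right.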

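Beyond the ER lists, part of the genes of dense core vesicles, of the hexosamine pathway and of NRF2 targets rose in XBP1s-TG hippocampi, and some immediate-early genes fell. Of 20 genes in the list of dense core vesicles, which store neuropeptides, 6 rose and 0 fell. Among the 6 is Ccpg1 (0.76), which is also drawn in Fig. 5f and whose link to these vesicles was not tested. Ptprn, a transmembrane protein of these vesicles, rose from 373 ± 9.14 TPM (SD, n = 4) to 1022 ± 144 TPM (SD, n = 4), Hid1 rose by 1.32, and Scg2, the precursor of secretoneurin, by 0.89 on the log2 scale. Of 8 genes of the hexosamine pathway, which makes UDP-GlcNAc, 4 rose and 0 fell. Among them were Gfpt1, its rate-limiting enzyme (132 ± 18.6 TPM against 38.1 ± 3.02 TPM, SD, n = 4 each), Pgm3 (1.56) and Gnpnat1 (0.76, picked after its values were seen). Of 20 targets of the redox regulator NRF2, 6 rose, among them Pgd, G6pdx and Gstp1 (0.86, 1.00 and 0.70), and the glutathione transferase gene Gsta4, picked after its values were seen, fell by 0.85. Of 23 immediate-early genes, induced by neuronal activity, 5 fell, 0 rose and 18 did not pass (6 fell when adjusted over the list alone). Egr3 fell from 98.7 ± 13.6 TPM (SD, n = 4) to 59.5 ± 10.7 TPM (SD, n = 4), and Klf10 had a log2 fold change of -0.62. Fos (-0.83), Egr1 (-0.82) and Nr4a1 (-0.82) were picked after their values were seen. Fos lost its call without S1 or S5 (adjusted p = 0.0523 and 0.0562), Klf10 without S3 (-0.55), and Nr4a1 without S1, S3, S5 or S7 (adjusted p = 0.0603, 0.0545, 0.0627 and 0.0593). Markers of dentate granule cells also fell (6 of 11, median log2 fold change -0.67). Whether the fall of immediate-early genes is separate from that of the markers was not tested. By camera the dense core vesicle (adjusted p = 0.00586), hexosamine (0.00992) and NRF2 lists (0.0169) were higher and the immediate-early list was lower (0.00712). With an estimated correlation the adjusted p was 0.468, 0.441, 0.394 and 0.6. Adjusted over the list alone, the counts of the other lists were the same. Without S1 and S3, which hold little choroid plexus RNA and the highest Xbp1 values, 3 NRF2 genes rose and 1 immediate-early gene fell. Lists of cholesterol synthesis (24 tested, 3 rose, camera adjusted p = 0.469, median log2 fold change -0.12 and mean 0.00), GDP-mannose and pentose phosphate enzymes (10 tested, 4 rose, adjusted p = 0.469, median -0.06 and mean 0.33) and lysosomal genes (24 tested, 4 rose, adjusted p = 0.0633) did not pass. From enriched pathways linked to neuronal activity, the paper reasons that the genes under XBP1s in neurons go beyond the canonical UPR, and proposes that ion channels and transporters may be among them.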

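In the lists of potassium channels and of sodium, calcium and HCN channels, the genes that passed the test fell in XBP1s-TG hippocampi. Of 45 potassium channel genes, 7 fell, 0 rose and 38 did not pass. Kcnj4, an inward rectifier, fell from 108 ± 10.4 TPM (SD, n = 4) to 60.1 ± 7.88 TPM (SD, n = 4), a log2 fold change of -0.95 (standard error 0.0947, adjusted p = 4.83e-05 from limma). Kcnh3, a voltage-gated channel of the forebrain, had a log2 fold change of -0.93, and Kcnv1, a modifier subunit picked after its values were seen, fell by 1.11. Of 29 sodium, calcium and HCN channel genes, 3 fell and 0 rose. Cacng3, an auxiliary subunit that also binds AMPA receptors, fell from 66.7 ± 6.45 TPM (SD, n = 4) to 41.0 ± 1.73 TPM (SD, n = 4), the T-type channel gene Cacna1g fell by 0.74 and Scn3b, picked after its values were seen, by 0.63 on the log2 scale. Scn3b lost its call without S3 or S8 (-0.56 in each). No glutamate receptor gene passed both thresholds (0 of 17 by limma and 0 by voom), although without S3, or without S1 and S3, 1 fell. At an adjusted p under 0.05 alone, 3 were higher and 9 lower, with log2 fold changes from -0.54 for Grm2 to 0.31 for Grik4. Of 16 other genes of the GABA synapse, 1 fell (Shisa7, -0.64) and 0 rose. At an adjusted p under 0.05 alone, 4 were higher and 5 lower, with a median log2 fold change of -0.06 (camera, adjusted p = 0.852). Short of 1.5-fold, Gabarap (0.54) and Nlgn2 (0.36) were higher. The chloride transporter gene Slc12a5 was lower, at 182 against 230 TPM (-0.44, also short of 1.5-fold). Adjusted over the list alone, the counts were the same. Solute carriers were grouped after the data were seen. Of 157 with a symbol starting in Slc, 17 rose and 5 fell, 14% against 8.3% of other genes. Slc38a10 rose by 2.31 on the log2 scale and Slc39a7, a zinc transporter of the ER and Golgi, by 1.35, both picked after their values were seen. The plasma membrane calcium exchanger gene Slc8a2, picked in the same way, fell by 0.86. By camera the potassium channel list (adjusted p = 0.00146) and the sodium, calcium and HCN channel list (0.0458) were lower, and with an estimated correlation the adjusted p was 0.468 and 0.6. Without normalization across libraries, 4 potassium channel genes fell and 1 rose, and 2 sodium, calcium and HCN channel genes fell and 1 rose. By voom, these counts were 6 and 1, and 2 and 1, and without S1 and S3 they were 4 and 0, and 2 and 0. Shisa7 lost its call without normalization (-0.51), by voom (-0.58) and without S1 and S3 (-0.56), and of the other GABA synapse genes 1 rose without normalization and 1 by voom. Dentate granule cell markers fell in the same libraries (6 of 11, median log2 fold change -0.67), and whether the fall of channel genes is separate from this was not tested.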

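Gabra4 (ENSMUSG00000029211) encodes the α4 subunit and lies on chromosome 5 from 71569749 to 71658308. It averaged 31.0 ± 5.06 TPM (SD, n = 4) in XBP1s-TG hippocampi and 51.3 ± 3.27 TPM (SD, n = 4) in control hippocampi. The log2 fold change was -0.82 (standard error 0.104, adjusted p = 0.00019 from limma), and all 4 XBP1s-TG libraries (23.5 to 34.2 TPM) lay below all 4 control libraries (47.6 to 55.2 TPM). Gabrd (ENSMUSG00000029054), the gene of the δ subunit found in extrasynaptic receptors, lies on chromosome 4 from 155384980 to 155398112. It averaged 12.9 ± 0.469 TPM (SD, n = 4) in XBP1s-TG and 25.4 ± 6.03 TPM (SD, n = 4) in Control, a log2 fold change of -0.95 (standard error 0.122, adjusted p = 0.000207). Its libraries did not overlap either, at 12.3 to 13.4 TPM against 17.8 to 32.2 TPM. The Gabra4 value of S3 (23.5 TPM) stood apart from the other XBP1s-TG libraries (32.5 to 34.2 TPM), and without S3 the log2 fold change was -0.70. The p-values given by the authors in the deposited table, which equal an equal-variance test of untransformed TPM, are 0.000509 for Gabra4 and 0.00613 for Gabrd. In the same XBP1s-TG libraries, the median log2 difference of 11 dentate granule cell markers from the Control mean was -0.82 to -0.46, and whether the fall of these subunits is separate from that of the markers was not tested.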

Interestingly, our analysis implied that extracellular signal-regulated kinase (ERK) signaling bridges between XBP1s and the GABA_A_ receptor (Fig. 5f). Indeed, phosphorylation of ERK1/2 was increased in XBP1s-TG mouse brains (Fig. 5b). It is important to note that among the differentially regulated genes (70% up- and 30% down-regulated), most of those associated with synaptic functions (e.g., *Gabra4*, *Gabrd*, and *CamkkII*) were downregulated (Supplementary Data 1). 

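Every gene drawn in the network of Fig. 5f was differentially expressed in the drawn direction, 22 of 29 upregulated and 7 downregulated, and 24 were without S1 and S3. These genes were chosen by the study from the same libraries, so the count is not independent evidence. Nucb2, a calcium-binding protein of the secretory pathway, rose from 18.1 ± 1.18 TPM (SD, n = 4) to 91.9 ± 11.8 TPM (SD, n = 4). Tmem38a, a cation channel of the ER membrane, rose by 1.32, Mgat2, an enzyme of N-glycan synthesis, by 1.47 and Cdk2ap2 by 1.14 on the log2 scale. Of those drawn as downregulated, Nrn1, which encodes the neuritin of neurite growth, was at 196 ± 21.9 TPM (SD, n = 4) against 341 ± 22.1 TPM (SD, n = 4). Fgf13 (-0.62) lost its call without S3 or S8 (-0.55 in each), Klf13 (-0.61) without S3 (-0.51) and Zfp687 (0.62) without S1 (0.58). Of 24 genes of ERK signalling tested, Grb2, an adaptor between receptors and RAS, rose by 0.73, Rasd1, a RAS-like protein, fell by 0.79, and 22 did not pass, with the same counts adjusted over the list alone. At an adjusted p under 0.05 alone, 4 were higher and 13 lower, and the list had a median log2 fold change of -0.15 (camera, adjusted p = 0.195; lower by fry, adjusted p = 0.00574). Mapk3, which encodes ERK1 and was picked after its values were seen, had a log2 fold change of -0.26 (adjusted p = 0.00673 from limma), short of 1.5-fold. Transcript levels do not measure the phosphorylation of ERK1/2, which the paper reports as increased. The XBP1s-TG and control values of Rasd1 overlapped, and it lost its call without S1 and S3 together (-0.50).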

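Genes of the synapse that passed the test were downregulated in XBP1s-TG hippocampi. Of 129 tested genes in the lists of postsynaptic density, presynaptic release, GABA and glutamate receptor genes, 27 fell and 0 rose, against 228 and 520 of the other genes (Fisher's exact test, p = 3.51e-14). That test takes genes as independent. The lists were written after the paper's calls on the same libraries had been seen, so this p is not independent evidence. With an estimated correlation between genes, neither synaptic list that camera called kept its call. Most of the genes that fell belong to the postsynaptic density, of which 21 of 49 fell (22 adjusted over the list alone) and 0 rose. Camkk2, a kinase that activates calmodulin-dependent kinases, fell from 52.3 ± 4.73 TPM (SD, n = 4) to 21.2 ± 4.50 TPM (SD, n = 4), a log2 fold change of -1.34 (standard error 0.122, adjusted p = 2.87e-05 from limma). Adcy1, a calmodulin-stimulated adenylyl cyclase, averaged 108 ± 26.4 TPM (SD, n = 4) against 228 ± 30.6 TPM (SD, n = 4). Homer2, a scaffold protein, fell by 0.70 on the log2 scale, and Akap5, a kinase anchor picked after its values were seen, by 1.00. Dlg4, which encodes PSD-95, and Camk2a had log2 fold changes of -0.40 and -0.32, short of 1.5-fold (both picked after their values were seen). Of 37 presynaptic genes, 3 fell and 0 rose, namely the calcium sensors Doc2a (-1.10) and Doc2b (-0.83) and the syntaxin gene Stx1a (-0.66). Stx1a lost its call without S5 (-0.58). Of all differentially expressed genes, 67.1% were upregulated (95% confidence interval 63.7% to 70.4%, exact binomial) and 32.9% downregulated. That interval takes genes as independent and does not measure the spread between mice or settings. The upregulated share was 63.4% to 70.4% with each library left out in turn. Other settings gave 45.3% (adjusted p alone) to 82.5% (no normalization). The postsynaptic (camera, adjusted p = 8.1e-11) and presynaptic lists (0.0112) were lower, and with an estimated correlation the adjusted p was 0.459 and 0.6. Without S1 and S3, 13 postsynaptic genes fell, and without normalization or by voom 1 synaptic gene rose. In the same libraries 6 of 11 dentate granule cell markers fell (median log2 fold change -0.67), and whether the fall of synaptic genes is separate from this was not tested.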

Changes in gene expression for all GABA_A_ receptor subunits, as revealed by our RNA-Seq analysis, are presented in Fig. 5g. 

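Of the 19 GABAA receptor subunit genes, 10 were expressed above the limit for the test across genes, and the 2 that fell are Gabra4 and Gabrd. The α3 and α5 subunit genes were also lower, by less than 1.5-fold. Gabra3 was at 43.4 ± 2.60 TPM (SD, n = 4) in XBP1s-TG against 54.3 ± 4.47 TPM (SD, n = 4) in Control (log2 fold change -0.43, adjusted p = 0.000333 from limma), and Gabra5 at 131 ± 8.12 against 151 ± 9.70 TPM (SD, n = 4 each; -0.30, adjusted p = 0.00643). The β1 subunit gene was higher by less than 1.5-fold, Gabrb1 at 61.8 ± 3.05 against 49.4 ± 2.58 TPM (SD, n = 4 each; 0.20, adjusted p = 0.0112), and Gabrb2 (-0.20, adjusted p = 0.103) did not pass. Gabra2 took separate levels within each group, 67.7 to 87.0 TPM in S1, S3, S6 and S8 and 34.7 to 45.8 TPM in S2, S4, S5 and S7 (adjusted p = 0.715). Among the subunits below the limit, Gabrq was at 1.65 ± 1.49 against 0.518 ± 0.0841 TPM (SD, n = 4 each; exact permutation test, p = 0.0286) and Gabre at 0.985 ± 0.907 against 0.273 ± 0.0933 TPM (SD, n = 4 each; exact permutation test, p = 0.0571). Both were highest in S1 (3.86 and 2.32 TPM), the library in which hypothalamic genes were also highest. In the exact two-sided permutation test of all subunits, 7 of 19 had the smallest p that 4 libraries against 4 allow, which is 0.0776 after Benjamini-Hochberg adjustment over the 19, so that none passed. Without S1, 4 had an unadjusted exact p under 0.05, although the groups of all 7 still did not overlap. With groups of unequal size another split can give as large a difference, so the lower count does not show a dependence on S1. The list as a whole had a camera adjusted p = 0.192, and the counts adjusted over the list alone were the same. Gabra3 in S3 (39.5 TPM, others 44.4 to 44.9) and Gabrb2 in S8 (45.9 TPM, others 59.7 to 61.6) stood apart from their groups.

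**Figure D3:**
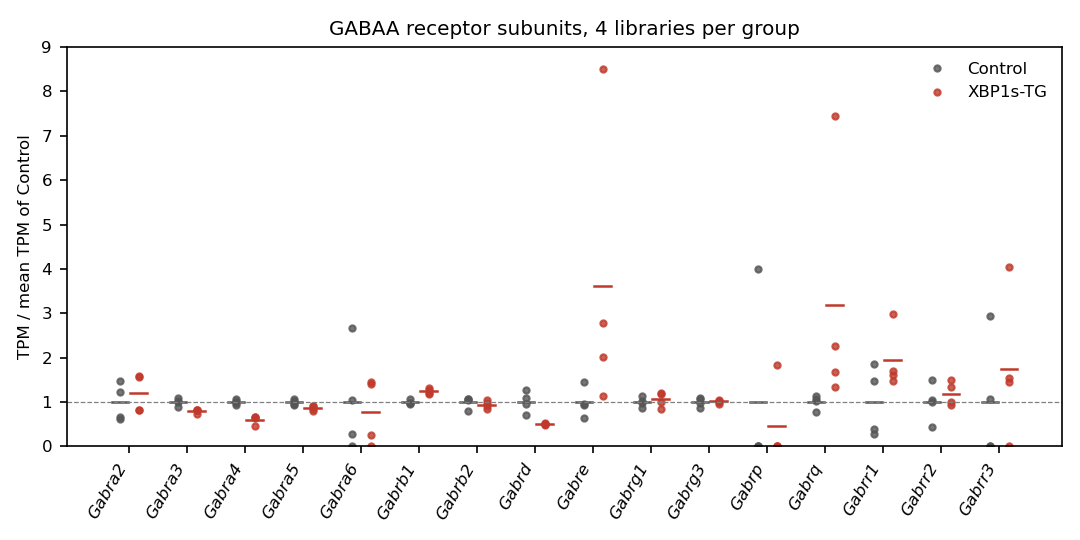
TPM of GABAA receptor subunit genes over the mean TPM of the control libraries (vertical axis) for 16 of the 19 subunits, with 1 dot per library, grey for Control and red for XBP1s-TG, and the group mean as a line. Gabra4 and Gabrd libraries of XBP1s-TG lie below all control libraries, and the highest dots of Gabre and Gabrq belong to S1.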

Consistently, Western blot data also indicated a decrease in the protein level of GABRD, a key subunit of extra-synaptic GABA_A_ receptors, in XBP1s-TG hippocampal samples (Supplementary Fig. 6b). Taken together, we, therefore, speculated that downregulation of GABA_A_ receptor subunits in excitatory neurons leads to a loss of neural inhibition, thereby contributing to the seizure phenotype of XBP1s-TG mice.

### Impairment in spontaneous and tonic GABAergic inhibitory functions was found in *Xbp1s*-expressing neurons

Finally, we performed whole-cell patch clamp electrophysiology analysis to further dissect the cellular mechanisms. The observed changes in GABA_A_ post-synaptic receptor expression in our RNA-Seq analysis (Fig. 5) guided us to examine bicuculline-sensitive GABA_A_ receptor-mediated inhibitory synaptic transmission onto CA1 pyramidal neurons held at −70 mV (Fig. 6a). Compared to control neurons, XBP1s-TG neurons exhibited a significantly slower mean frequency of spontaneous inhibitory post-synaptic currents (sIPSCs) (*p* = 0.022), as well as smaller peak amplitude (*p* = 0.001) and areas (*p* = 0.003) (Fig. 6a). Thus, there was an overall decrease in inhibitory synaptic transmission onto *Xbp1s*-expressing neurons, through both direct modulation of synaptic inputs as well as indirect circuit effects at potentially pre-synaptic inhibitory interneuron level.

**Fig. 6:**
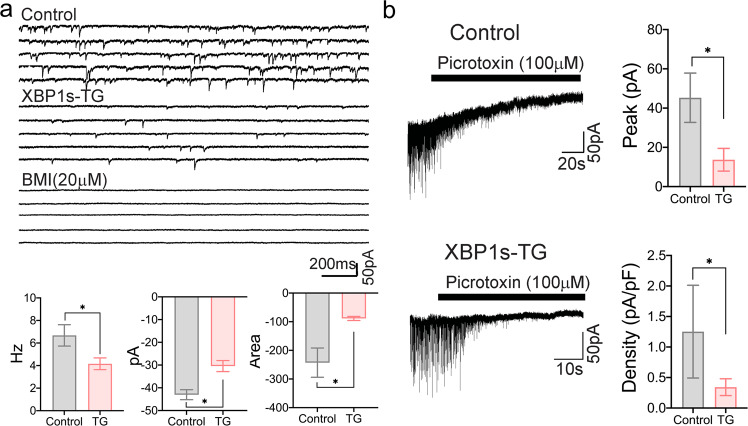
GABA_A_ receptor-mediated IPSCs and tonic currents. **a** Attenuated GABAergic inhibitory synaptic activity in neurons expressing *Xbp1s*. Representative bicuculline-sensitive GABA_A_-mediated sIPSCs traces recorded from control and XBP1s-TG neurons are shown in the top panels. Bar graphs for mean IPSCs frequency, mean IPSCs amplitude, and mean area (charger) under the sIPSCs, are shown in the bottom panels (Control: *n* = 10 neurons from 3 mice; XBP1s-TG: *n* = 13 neurons from 3 mice). **b** Reduction in extrasynaptic GABA_A_ receptor-mediated tonic currents in XBP1s-TG mice. Representative tonic current traces are shown in the 2 left panels. Bar graphs for tonic current amplitude and density between control (*n* = 13 neurons from 5 mice) and XBP1s-TG mice (*n* = 14 neurons from 5 mice) are shown in the 2 right panels. Data are presented as mean ± SEM. *p < 0.05. sIPSCs spontaneous inhibitory post-synaptic currents. BMI bicuculline methiodide.

Alterations in spontaneous inhibitory synaptic activities led us to determine whether tonic inhibition mediated through extra-synaptic GABA_A_ receptors is also reduced in XBP1s-TG neurons (Fig. 6b). We found that the mean amplitude of the tonic current after picrotoxin was significantly smaller in XBP1s-TG vs. control neurons. The current density analysis for each neuron further revealed that the current density was also significantly smaller in XBP1s-TG vs. control neurons (*p* = 0.015). All data together indicated that *Xbp1s* overexpression impaired GABA_A_ receptor-mediated inhibitory function, which is expected to alter the balance of inhibition and excitation in post-synaptic transmission, in favor of the development of seizures.

## Discussion

Our data reveal a previously unrecognized link between XBP1s signaling and terminal seizure occurrence. Both RNA-Seq and electrophysiology analyses strongly indicate that GABA_A_ post-synaptic inhibitory function is substantially impaired if *Xbp1s* is sustainedly expressed in excitatory neurons, which likely constitutes a crucial mechanism responsible for the induction of seizure occurrences in XBP1s-TG mice. This conclusion is supported also by the beneficial effects of VPA treatment, which enhances GABA function^18^.

The striking phenotype observed in our XBP1s-TG mice is a highly unexpected finding, since prior *Xbp1s* overexpression studies showed an overall positive effect. For example, we reported that XBP1s-TG mice had improved stroke outcome^19^. In this previous work, we introduced stroke on day 7 after Dox removal and then analyzed the outcome the next day. These data thus indicate that short-term overexpression of *Xbp1s* in neurons is neuroprotective in stroke. Notably, 2 other studies in which *Xbp1s* was constitutively overexpressed in neurons also demonstrated primarily beneficial effects on cognitive function. One investigation showed that *Xbp1s* overexpression prevents the loss of dendritic spines and improves neuronal plasticity in a mouse model of AD^5^. In this study, *Xbp1s*-expressing viral vectors were delivered into the hippocampus and likely expressed in multiple cell types, as a universal promoter was used. In the other study, the authors generated a transgenic mouse line expressing *Xbp1s* under control of a prion promoter^11^. Although high levels of *Xbp1s* transgene expression were observed in neurons, this prion promoter is active in many non-neural cell types, including astrocytes^20^. In contrast, in our XBP1s-TG mice, a Camk2a promoter was used and thus, *Xbp1s* was expressed predominantly in forebrain excitatory neurons^21,22^.

Critically, some prior clinical observations implicate that dysregulation of *XBP1* can lead to severe alterations in brain function. For example, a microarray analysis of DNA samples from Japanese populations revealed that a mutation in the *XBP1* promoter impairs feedback regulation of *XBP1* expression, and may significantly increase the risk for bipolar disorder^12^. Of note, the finding from this report failed to be replicated in European populations^23^. Also, increased protein levels of XBP1s were found in dorsolateral prefrontal cortex samples collected at autopsy from schizophrenic patients^24^. Moreover, an analysis of resected tissue samples revealed that *XBP1* is overexpressed and activated in the hippocampus of patients with mesial temporal lobe epilepsy^25^. Interestingly, a clinical report described 3 individuals who developed various types of seizures in infancy, and showed failure to thrive^15^. Whole-exome analysis identified heterozygous *RNF13* gain-of-function mutations in these 3 individuals. Since RNF13 enhances IRE1 function, these mutations may also lead to increased expression of *XBP1s*. The authors attribute the clinical phenotype in the affected individuals to abnormally increased IRE1 UPR-induced apoptosis. However, in light of our findings here, increased *XBP1s* expression-mediated abnormal neuronal activity may play a role in the phenotype in these 3 individuals.

Our electrophysiology analysis provided important insight into cellular mechanisms underlying the observed seizure phenotype. The GABA_A_ receptor changes in XBP1s-TG mice may facilitate the transition to the recurrent seizure state. By specifically examining post-synaptic inhibitory functions in the *Xbp1s*-expressing neurons, our whole-cell physiology data revealed a strong reduction in GABA_A_ receptor-mediated inhibitory synaptic transmission. Such defects in GABAergic synaptic transmission may represent the neuronal mechanism underlying the seizure activity. Studies in epileptic animal models have reported that either spontaneous^26^ or tonic^17,27^ inhibition are reduced. In this regard, the diminished spontaneous GABA outflow and extrasynaptic neurotransmitter spillover or tonic inhibition following *Xbp1s* expression may be closely associated with an increased susceptibility to convulsions and eventually, to the development of seizures. Moreover, the reduction in tonic currents in *Xbp1s*-expressing neurons correlates well with the decreases in gene expression linked to the GABA_A_ receptor subunits (e.g., α4 and δ), as revealed by our RNA-Seq data.

Another interesting finding is that even at a late stage in seizure progression in XBP1s-TG mice, adding Dox back into the drinking water to block transgene *Xbp1s* expression can still completely reverse the severe phenotype, and prevent death. Thus, XBP1s-TG mice may be a unique and valuable genetic model of symptomatic seizures that can be precisely controlled in an inducible and reversible manner, a notable advantage over many current genetic animal models of spontaneous seizure development^28^. Hence, our mouse model reported here may be useful for investigating mechanisms responsible for seizure generation and for testing compounds for seizure management.

There are a few limitations to be discussed here. First, there is little information as to whether XBP1s regulates neuronal excitability. Here we show that *Xbp1s* overexpression in brain neurons modulates their electrophysiologic properties. Although our data suggest that these changes (e.g., tonic inhibition) are, at least partly, related to expression level of GABA_A_ subunits, other mechanisms may be also involved. For example, the RNA-seq data indicate that XBP1s is a central regulator of the UPR, a signaling pathway that engages protein folding and trafficking. Thus, *Xbp1s* overexpression may impact receptor trafficking. Indeed, one study showed that *Xbp1s* overexpression in HEK293T cells enhances ER folding capacity, which substantially promotes folding, trafficking, and functional surface expression of a misfolding-prone GABA_A_ α1 mutant^29^. Thus, XBP1s-mediated changes in the trafficking and surface distribution of neurotransmitter receptors are worth of further investigation. Second, VPA has a broad spectrum of mechanism of action, including enhancing GABAergic neurotransmission. Compounds that specifically target GABA_A_ receptors may be exploited in future studies to provide further mechanistic insight. Lastly, the clinical relevance of our findings should be cautiously implicated. Although our data indicate a link between the elevated expression level of *Xbp1s* to seizure occurrence, this link was derived from transgenic mice overexpressing *Xbp1s* in selected neurons. The effects of *Xbp1s* overexpression in other cell types on brain function need to be addressed.

In summary, a large body of evidence has indicated that activation of the XBP1s pathway is a protective response under various stress conditions, and IRE/XBP1s-based therapeutic treatments for brain disorders have been increasingly explored^30,31^. Cautiously, our results here demonstrated that sustained *Xbp1s* expression in a subset of excitatory neurons can cause dysfunctional neuronal activity, and lead to persistent seizures and inevitable death.

## Methods

### Animals

All experiments were conducted with protocols approved by the Duke University and Durham VA Medical Center Institutional Animal Care and Use Committees. These studies were conducted in accordance with the United States Public Health Service’s Policy on Humane Care and Use of Laboratory Animals. Both male and female mice were used. C57BL/6 mice were obtained from The Jackson Laboratory (Bar Harbor, ME). *Xbp1*^f/f^ mice and inducible XBP1s transgenic mice (TRE-XBP1s) were kindly provided by Dr. Laurie Glimcher^32^ and Dr. Joseph Hill^33^, respectively. We crossed TRE-XBP1s mice with Camk2a-tTA (JAX #007004) mice to generate double transgenic mice with inducible expression of *Xbp1s* in neurons: TRE-XBP1s;Camk2a-tTA mice (XBP1s-TG). In XBP1s-TG mice, *Xbp1s* expression is suppressed by doxycycline (Dox) presented in the drinking water. Upon Dox withdrawal, *Xbp1s* expression is activated. To generate neuron-specific *Xbp1* knockout mice, *Xbp1*^f/f^ mice were cross-bred with Emx1^Cre/Cre^ mice (JAX #005628) to obtain *Xbp1*^f/f^;Emx1-Cre (Xbp1-cKO) mice. To visualize the pattern of Cre expression controlled by the Camk2a promoter, CAG-SUMO mice (generated previously in our lab)^34^ were mated with Camk2a-Cre (JAX #005359). Note, all mouse lines were on a C57BL/6 genetic background. Primers for genotyping are listed in Supplementary Table 2.

### Transgene integration site analysis

Targeted locus amplification (TLA) was used to identify the integrated sites of the transgene vector in the TRE-XBP1s mouse line^35^. The TLA analysis was performed by Cergentis (Utrecht, Netherlands) using mouse splenocytes. Two primer sets targeting *Xbp1* were used: ATCCGGGCTTTCTTTCTATC and TGGTGGATTTGGAAGAAGAG, and CTGGTAAGGAACTAGGTCCT and AGCTGGAA GCCATTAATGAA. The mouse genome assembly GRCm39 was used as a reference.

### Behavioral tests

All data were acquired by a researcher blinded to the genotype and group assignments whenever possible. For behavioral studies, 2-4-month-old mice (both male and female) were used. Before each test, mice were habituated to the test room for at least 30 minutes.

#### Seizure scoring

The scoring chart that was used in the treatment experiment is shown in Supplementary Table 3. Seizure severity was scored on a scale of 6. Mice were constantly monitored for 8 hours a day.

#### Grip strength

This test was used to evaluate muscle strength of the forelimbs. The mouse was lowered over a grid and permitted to grip the top portion of the grid with its forepaws. The mouse was gently pulled from the grid by its tail. Grip strength was represented as the g-force required for the mouse to release its grip on the grid. This procedure was repeated 3 times and the mean grip strength was calculated for that session.

#### Social dominance tube test

This test was performed essentially as described^36^. Two mice were positioned at opposite ends of the tube and released simultaneously, and the latency time was recorded. The mouse that forced the opponent from the tube was designated the ‘winner’ or dominant mouse, whereas the other animal was designated as the ‘loser’ or subordinate. Positive or negative numbers were used to signify “won” or “lost” events, respectively.

### Continuous video-electroencephalography (cvEEG) recording

XBP1s-TG mice (2–3 months old; both male and female) were studied to assess electrographic and clinical seizures. Briefly, to implant epidural electrodes, mice were anesthetized with isoflurane, and then placed in a stereotaxic frame where 1-mm holes were drilled in the parietal bones for epidural EEG electrode placement. Three leads were placed: left side, right side, and ground lead, and the EEG leads were secured in place using instant hardening epoxy. The animals were allowed to recover for one week. On the day when Dox was withdrawn, animals were placed into the cvEEG monitoring system (Neurofax EEG-1200; Nihon Kohden, Shinjuku City, Tokyo, Japan). Animals were single-housed with *ad libitum* access to food and water. The epidural EEG leads were attached to the head box and cvEEG monitoring was performed for up to 21 days to characterize seizure development and frequency over time. cvEEG was recorded and analyzed on the Neurofax EEG-1200 and reviewed using Neuroworkbench V04-32 software (Nihon Kohden). Seizures were counted when the electrographic seizure activity had a video correlate of seizure behavior. Seizure behavior was scored on a modified Racine scale (mRacine)^37^. EEG artifacts that occurred when the animal was moving or scratching the leads were confirmed by video and were not counted. The reviewer of the cvEEG data was blinded to the genotype of the animals.

### RNA preparation and quantitative reverse transcription PCR (qRT-PCR)

Total RNA was extracted from frozen hippocampal tissues using TRIzol reagent (Invitrogen, Carlsbad, CA). To obtain highly-purified RNA samples for RNA-Seq analysis, total RNA was treated with DNase I and then purified using the RNeasy MinElute Cleanup kit (Qiagen, Hilden, Germany). A standard qRT-PCR procedure was followed. cDNA samples were prepared using the SuperScript III First-Strand Synthesis System (ThermoFisher Scientific, Waltham, MA). qRT-PCR was performed in a Lightcycler 2.0 (Roche Life Sciences, Indianapolis, IN). All primers are listed in Supplementary Table 2.

### RNA-Seq and data analysis

RNA preparation was performed as described above. Libraries representing 4 independent XBP1s-TG samples and 4 independent control samples were prepared and sequenced in the Genomic Analysis and Bioinformatics Shared Resource at Duke University Medical Center. The procedure was similar to the one used in our previous study^38^. Briefly, after assessment of the sample quality control, approximately 500 ng total RNA per sample was used for library construction with the KAPA Stranded mRNA-Seq Kit (Kapa BioSystems, Wilmington, MA). Libraries were indexed using a single indexing approach and sequenced in an Illumina HiSeq 4000 sequencing platform. After sequencing, Raw.bcl files were de-multiplexed and converted to fastq files using bcl2fastq2 v2.20. The raw data have been deposited in the GEO database with the accession number GSE160263.

To inspect and assure the quality of the sequence data generated, the FastQC tool was used followed by the use of the Trimmomatic tool to remove adaptor sequences that might be present (TruSeq3-PE.fa:2:30:10) and to remove both 5’ nucleotide bias (HEADCROP:12) and low quality sequence (TRAILING:20, SLIDINGWINDOW:4:20, MINLEN:15). Surviving read pairs per library were then mapped against the current instance of the mouse genome (GRCm38) using the “RNA-Seq” tool supported within the CLCbio Genomics Workbench under default parameters. Thereafter, expression per known gene (GRCm38.83.gtf) was enumerated in TPM (Transcript Per Million) units. These data were imported into R, and pedestalled by 2, Log2 transformed, filtered to remove genes not having at least one transformed value >1, and quantile normalized. Post normalization, the quality of the data was confirmed via Tukey box plot, covariance-based PCA scatter plot, and Pearson correlation heat map. To remove noise-biased expression, the lowest modeling was performed by library type (CV ~ mean expression) and the resulting fits were inspected for the lowest consensus expression value where the linear relationship between CV and mean expression was grossly lost. Expression values for a gene less than this value were construed to be noise-biased and floored to equal this value. Genes that did not have at least one library with a post-floored expression greater than this value were discarded as non-informative. For surviving genes, the Welch-modified t-test was applied under Benjamini-Hochberg false discovery rate multiple comparison correction conditions to identify those having dysregulated expression between XBP1s-TG and control. Test results were summarized by volcano plot using color and symbols with dysregulated genes identified as those having both a corrected *p* < 0.05 and an absolute linear fold difference of means ≥1.5X. To describe the expression across libraries for the top 100 dysregulated genes identified, a scaled heat map was generated using the heatmap.2() function. Corresponding enriched functions and pathways for all dysregulated genes were identified using the Ingenuity Pathway Analysis (IPA) program.

### Western blotting, immunohistochemistry, and Nissl staining

Western blotting was performed based on a standard protocol. Immunofluorescence staining was performed on frozen tissues, as described previously^39^. In short, mouse brains were fixed by transcardial perfusion with 4% paraformaldehyde, and stored at −80 °C. Frozen brain sections (25 μm thick) were obtained using a Leica cryostat, and immunostained using a free-floating staining method. All primary antibodies used in this study are listed in Supplemental Table 4. For Nissl staining, paraffin-embedded sagittal brain sections (5 μm) were stained with 0.1% cresyl violet solution. Images were captured on a Zeiss Axio Imager Z2 motorized fluorescence microscope (Carl Zeiss MicroImaging).

### Luciferase reporter assay

This assay was performed as described^40^. HEK293T cells were seeded into 24-well plates, and 24 hours later, were transfected with different combinations of plasmids. Three firefly luciferase reporter plasmids with different promoters were evaluated. The vectors 5XATF6-luc containing 5 designed ATF6-binding elements, and the ATF6 promoter-luc containing the DNA segment of −1500 to −1 base pairs relative to the transcriptional start site of the ATF6 gene, were kindly provided by Dr. Wek^41^. The vector PERK promoter-luc containing the 1802-bp DNA segment upstream of the transcription start site of the PERK gene, and the IRE1α promoter-luc containing the 1500-bp DNA segment upstream of the transcription start site of the IRE1α gene, were kindly provided by Dr. Nakayama^42^. The XBP1s expression vector (CMV-XBP1s) was generated in our lab using the pcDNA3.1 vector. The Renilla luciferase plasmid phRL-TK (Promega) was co-transfected as an internal control. A plasmid mixture of CMV-XBP1s or CMV-null (200 ng), a firefly luciferase reporter with different promoters (100 ng), and phRL-TK (10 ng) were transfected into cells. After 48 hours, luciferase activity was measured using the Dual-luciferase assay reporter system (Promega) and calculated as previously described^40^.

### Pharmacologic treatments

Mice were randomly assigned to each group. We used 2 classic anti-epilepsy drugs: carbamazepine (CBZ) and valproic acid (VPA). The treatments were initiated on day 10 after Dox withdrawal from the drinking water, the time-point at which the seizure activity began to become obvious. CBZ was dissolved in DMSO and diluted in 0.9% NaCl. VPA was directly added to the drinking water of both control and transgenic groups. The dosages were based on previous studies^43^. For CBZ, we increased the dose daily to mimic the clinical application (Day 10: 5 mg/kg; Day 11: 10 mg/kg; Day 12: 15 mg/kg; Day 13: 20 mg/kg; Day 14: 25 mg/kg). For VPA, to reach 500 mg/kg per day, we decided the VPA concentration in the drinking water on the average daily volume of water consumed (around 5 mL per day).

### Measurement of glucose in the brain

Brain tissue (one hemisphere) was homogenized with 1 mL Trizol and 0.2 mL chloroform, and centrifuged at 16,000 x *g*. The aqueous supernatant was collected, and stored at −70 ^o^C^19^. For glucose measurement, 20 μL of brain extract was mixed with 50 μL of derivatization solution (see below) with 5 μg/mL glucose-^13^C_6_ (internal standard), and then vortexed and incubated at 75 ^o^C for 30 minutes. After centrifugation, the supernatant was injected into an LC/MS/MS system. To prepare the derivatization solution, 12.5 mg PFBHA (Sigma) was dissolved in 1.5 mL methanol, then 2.5 mL acetonitrile and 1 mL of 200 mM ammonium acetate were added, and the pH was adjusted to 4.0 using glacial acetic acid.

The samples were analyzed on Shimadzu 20 A series LC system interfaced with Applied Biosystems/SCIEX API 4000 QTrap MS/MS and Analyst (version 1.6.1) software. A Phenomenex Kinetex (#AJ0-4287), 3 × 4 mm RP C18 guard column at 40 ^o^C was used for separation. Mobile phase A: 0.1% formic acid and 2% acetonitrile in MS-grade water; mobile phase B: acetonitrile; flow rate: 0.7 mL/min, 1:1 MS:waste split. Elution gradient: 0–0.5 min 1–50% B, 0.5-1 min 50% B, 1–1.2 min 50–1% B; run time: 3 min. The pure standards, glucose and glucose-^13^C_6_ (internal standard) were individually infused as 100 ng/mL solutions in 50%A/50%B at 10 µL/min flow rate and ionization and ion path parameters were optimized to provide maximal ion count for “parent” and collision-produced (“daughter”) MS/MS transitions. Parent/daughter quantifier [qualifier] ions utilized: 373.9/148.7[166.7] for glucose and 379.9/153.6[166.7] for glucose-^13^C_6_. Calibration curve: 0.4–150 μg/mL glucose in Trizol:water (1:2); mobile phase A (r^2^ = 0.998). The lower limit of quantification (LLOQ) at >80% accuracy: 0.4 μg /mL.

### Photoacoustic microscopy (PAM)

Oxygen saturation of hemoglobin (sO_2_) in the mouse brain was imaged by a customized photoacoustic (PA) microscopy system, which was composed of a high-frequency (50 MHz) ultrasound transducer (V358-SU; Olympus, Shinjuku, Japan) and 2 pulsed lasers with different wavelengths (532 & 640 nm). The 640-nm excitation light source was a Credo dye laser (DCM; Sirah, Grevenbroich, Germany) pumped by a pulsed laser at 532 nm (IS8II-E; EdgeWave, Würselen, Germany), and the 532-nm light source was a Nd: YAG fiber laser (VPFL-G-20; V-Gen, Tel Aviv, Israel). The 2 beams were collimated and made coaxial before being focused by an objective lens (AC127-050-A; Thorlabs, Newton, NJ), which were triggered with a 2-μs delay for separating the excited PA signals. The PA signals were focused to the ultrasound transducer by an acoustic lens (#48-266; Edmund Optics, Barrington, NJ) and sampled at 500 MHz by a high-speed DAQ card (ATS9350;, AlazarTech, Pointe-Claire, Quebec, Canada). A two-dimensional motorized stage was used for raster scanning imaging of the whole mouse head (fur was shaved before imaging). During imaging, the temperature of the mouse was held at 37 °C by a heating pad and the mouse was anesthetized using isoflurane (1.5%). The sO_2_ levels in the mouse skull vessels were quantified by a traditional linear spectral unmixing method based on the different optical absorption spectra of HbO_2_ and HbR and the detected PA signals. The average sO_2_ level in a mouse brain was calculated by adding the sO_2_ levels, and dividing this by the total vessel pixels, and the distribution ratio of vessels with low (<80%) and high (>80%) sO_2_ levels was calculated by the corresponding vessel pixels divided by the total vessel pixels.

### Electrophysiology and data analysis

Control and XBP1s-TG mice (2–3 months old; both male and female) were placed on regular drinking water for 10–11 days (ie, without Dox) to induce *Xbp1s* expression.

#### Brain slice preparation

Mice were deeply anesthetized with isoflurane, and rapidly decapitated. The brain was quickly removed from the skull and immediately chilled in an ice-cold, oxygenated artificial cerebrospinal fluid (aCSF) solution containing the following (in mM): NaCl 120, KCl 3.3, NaHCO_3_ 25, NaH_2_PO_4_H_2_O 1.23, CaCl_2_ 1.8, MgSO_4_ 1.2, and glucose 10. Coronal slices (300 μm thick) containing the hippocampi were cut with a moving-blade microtome (Vibratome, 100 Plus, St. Louis, MO), and the slices were kept in oxygenated aCSF at 35 °C for 60 minutes and then maintained at room temperature until used for recording.

#### Whole-cell patch clamp recordings

Single slices were transferred to a recording chamber that was constantly perfused (∼3 mL/min) with oxygenated aCSF at 35 °C. The CA1 neurons were visualized under a Zeiss upright microscope (40 X water-immersion objective) and an enhanced differential interference contrast (DIC) video microscope system. Recording pipettes with the resistance of 3–5 MΩ were pulled from borosilicate glass capillaries (1.5 mm outer diameter) using a P97 electrode puller (Sutter Instruments, Novato, CA). Access resistance and input capacitance were electronically compensated by ∼60–70% and monitored throughout the experiment to confirm the stability of the recording.

Fast spontaneous inhibitory postsynaptic currents (sIPSCs) mediated by the GABA_A_ receptor were recorded from hippocampal CA1 pyramidal neurons held at −70 mV in the presence of 2-amino-5-phosphonovaleric acid (APV)(50 μM), 6-cyano-7-nitroquinoxaline-2,3-dione (DNQX) (20 μM), and CGP55845A (1 μM). The internal solution contained the following (in mM): Cs-gluconate 130, CsCl 10, EGTA 0.2, Mg ATP 4, Tri-GTP 0.3, HEPES 10, and QX-314, 4 The pH was adjusted to 7.4 with CsOH, and the osmolarity was 290 mOsm. In all instances, the recordings of spontaneous GABAergic IPSCs usually began at least 5 min after a whole-cell configuration was established with a stable baseline. Spontaneous IPSCs were completely blocked with bath-applied bicuculline methiodide (BMI, 20 μM), confirming that they are mediated by GABA_A_ receptors. Tonic currents were isolated after bath application of the GABA_A_ receptor antagonist picrotoxin (100 μM).

Data were recorded with a MultiClamp 700B amplifier, filtered at 10 kHz, and digitized at 20 kHz through a Digidata 1440 interface controlled by pClamp10.7 software (Molecular Devices, CA). Both the frequencies and amplitudes of CA1 sIPSCs were analyzed using Clampfit 10.7 software, and the threshold for detecting sIPSCs was used and followed by visual inspection to ensure the accuracy of detection.

### Statistics and reproducibility

The sample size for each experiment was based on previous or pilot studies. Randomization and blinding were implemented in experiments whenever possible. All measurements were collected from biological replicates. Statistical analyses were performed using Clampfit 10.7, Origin pro (Microcal Software), and Prism 8 (GraphPad Software). To compare 2 groups, statistical analysis was assessed by unpaired Student’s *t*-test. To compare more than 2 groups, one-way or two-way ANOVA with *post hoc* Holm-Sidak corrections for multiple comparisons were performed. The body weight and grip strength were analyzed with repeated-measures ANOVA (RMANOVA) with *post hoc* Bonferroni-corrected pairwise comparisons. Mantel-Cox log-rank test was used to analyze survival rates. The results are presented as mean ± SEM or the median. Statistical significance was set at *p* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Movie 1

Supplementary Movie 2

Reporting Summary

## Data Availability

All data are included in the article and supplementary information. The RNA-Seq raw data are available at the GEO database repository with the accession number GSE160263. Source data of figures are provided in Supplementary Data 2. The unedited blots are shown in Supplementary Fig. 7. The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Sustained overexpression of spliced X-box-binding protein-1 in neurons leads to spontaneous seizures and sudden death in mice
**Source:** Commun Biol. 2023 Mar 9;6:252. doi: 10.1038/s42003-023-04594-8
**Supplement:** Supplementary file 1 — Supplementary Information

Supplemental Material

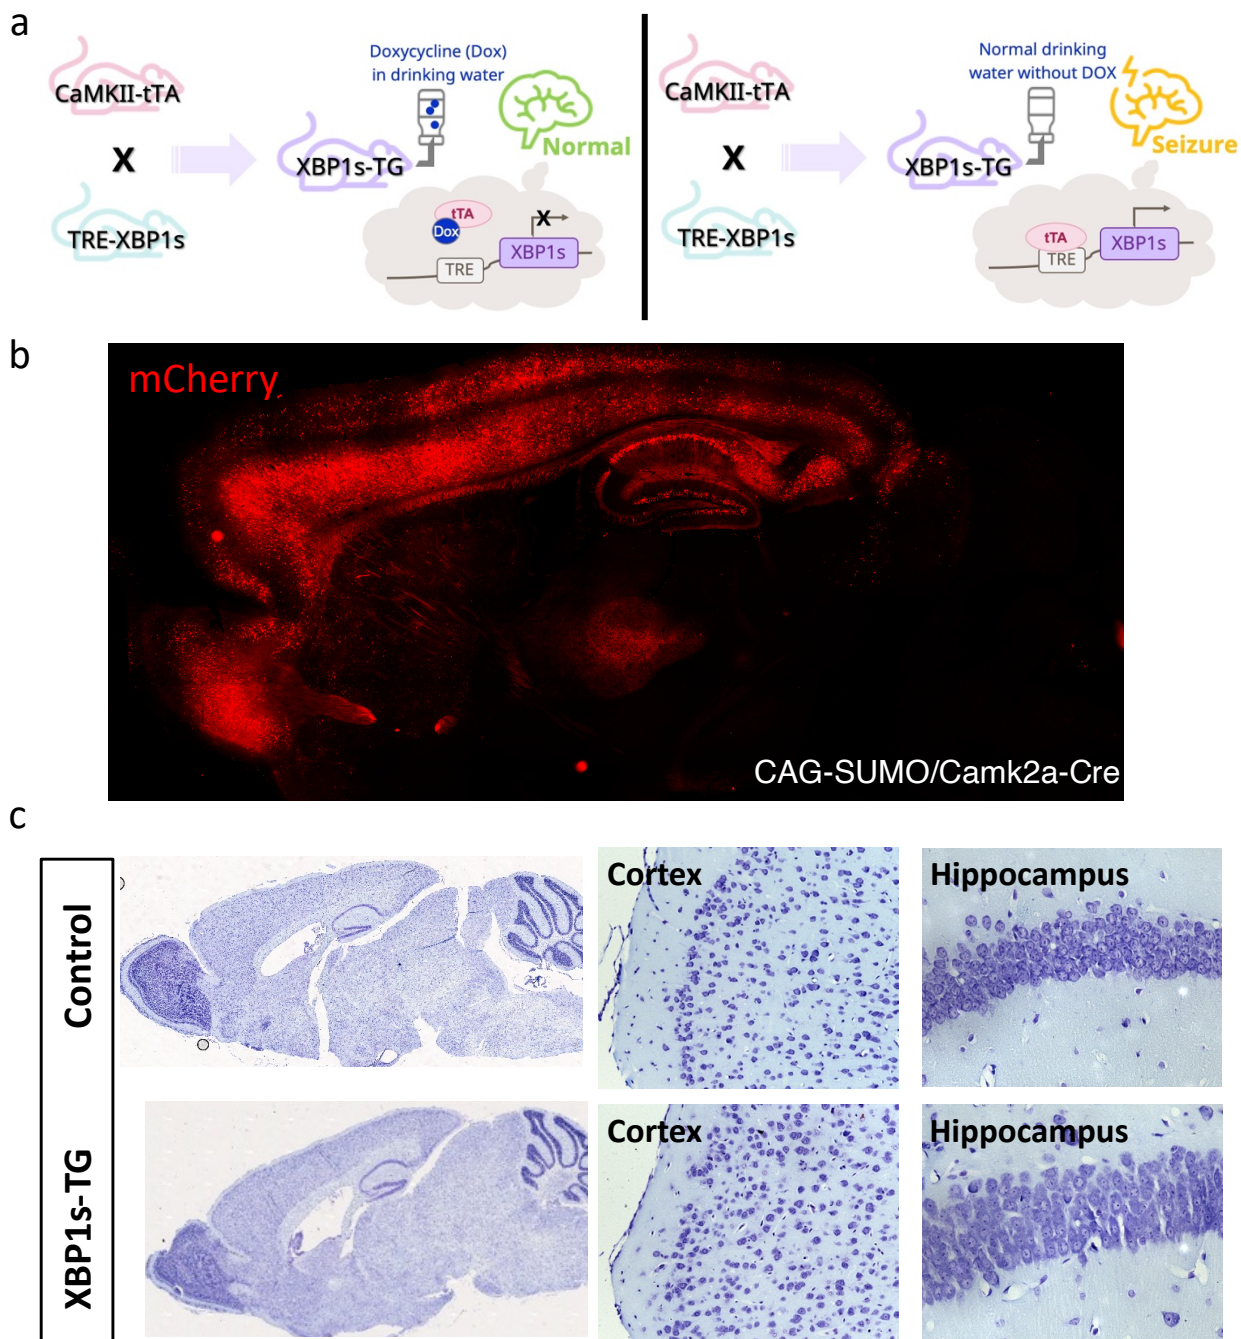

Supplemental Figure 1. XBP1s-TG mice. **a)** Schematic diagram of XBP1s-TG mice. In XBP1s-TG mice, neuron-specific expression of *Xbp1s* is controlled by a *Camk2a* promoter and a Tet-off system. Thus, *Xbp1s* expression was suppressed by doxycycline (Dox) and induced by changing to regular drinking water (without Dox). **b)** To examine the expression pattern driven by the *Camk2a* promoter, we crossed our CAG-SUMO

mouse line with Camk2a-Cre to generate CAG-SUMO/Camk2a-Cre mice. The mCherry signal depicts activation of the Camk2a promoter, indicating a widespread expression pattern in the forebrain. **c)** Nissl-stained sections of control and XBP1s-TG mouse brains. Mice were treated were kept on drinking water without Dox for 8 days.

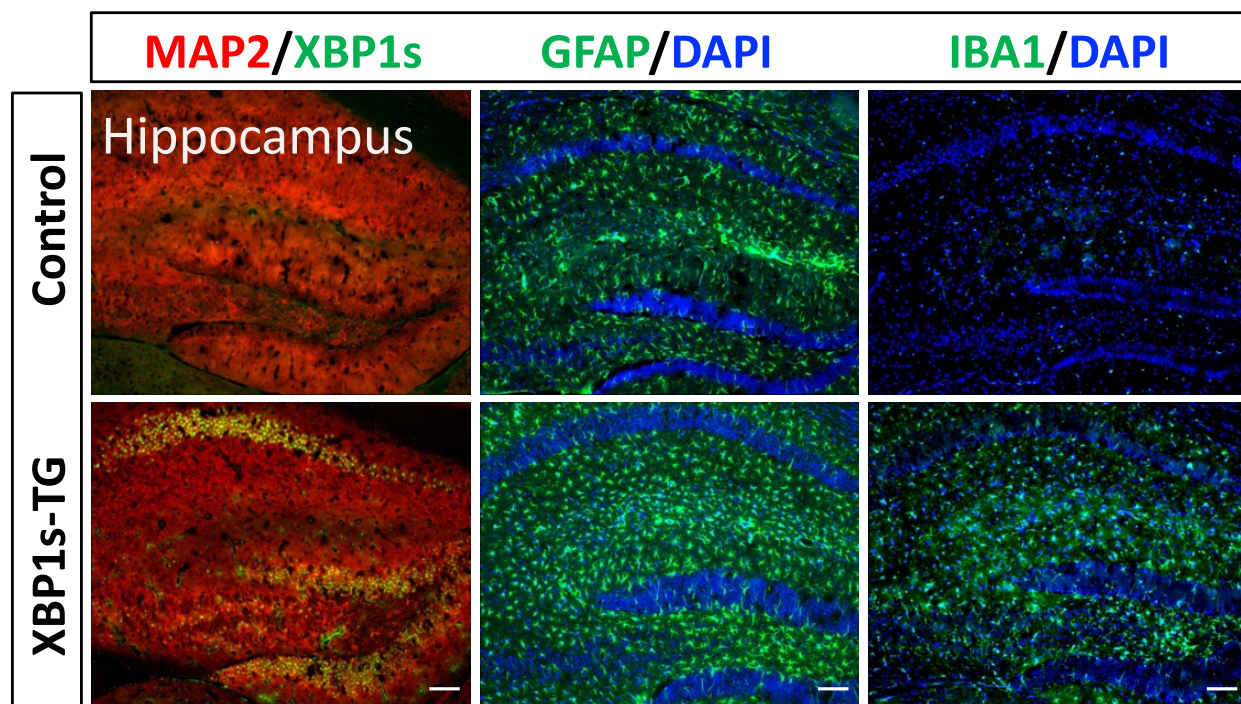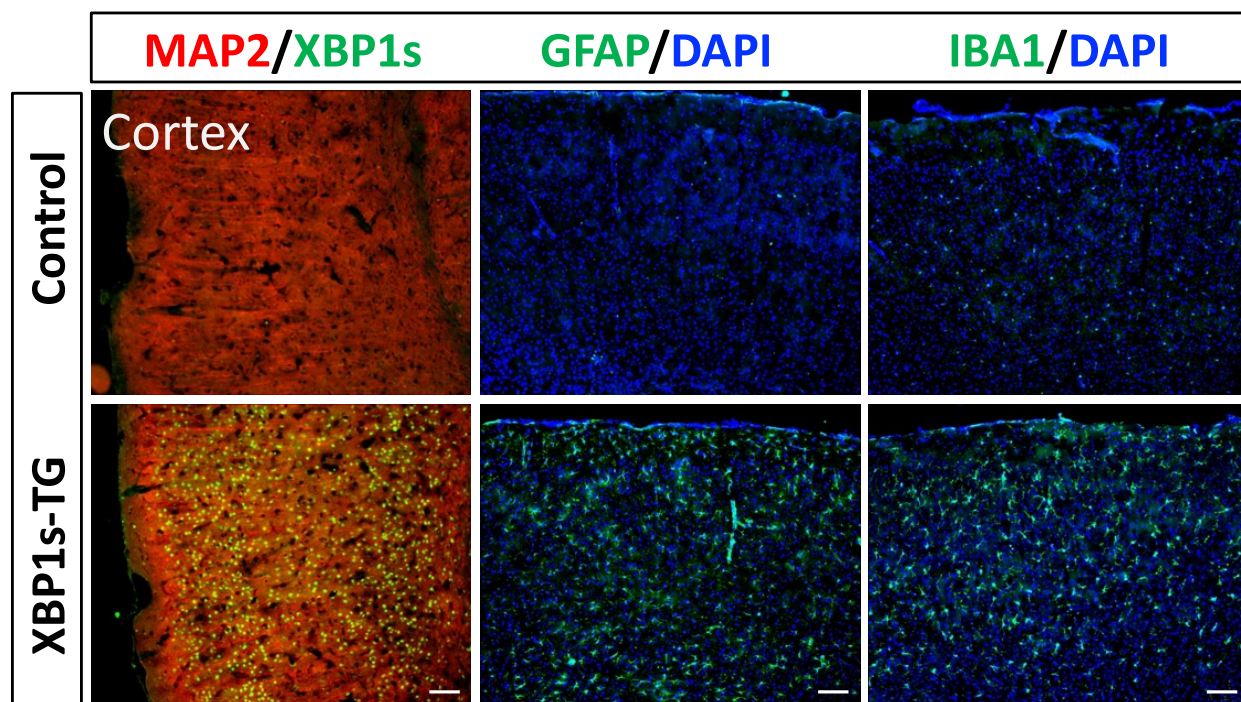

Supplemental Figure 2. Neuroinflammation was evident in the XBP1s-TG mouse brain at the late stage after induction. By day 13 of removal from DOX and induction of *Xbp1s* expression, astrocytes and microglia were massively activated in XBP1s-TG mouse brains. Representative images were shown here. Scale bar: 100 μ m.

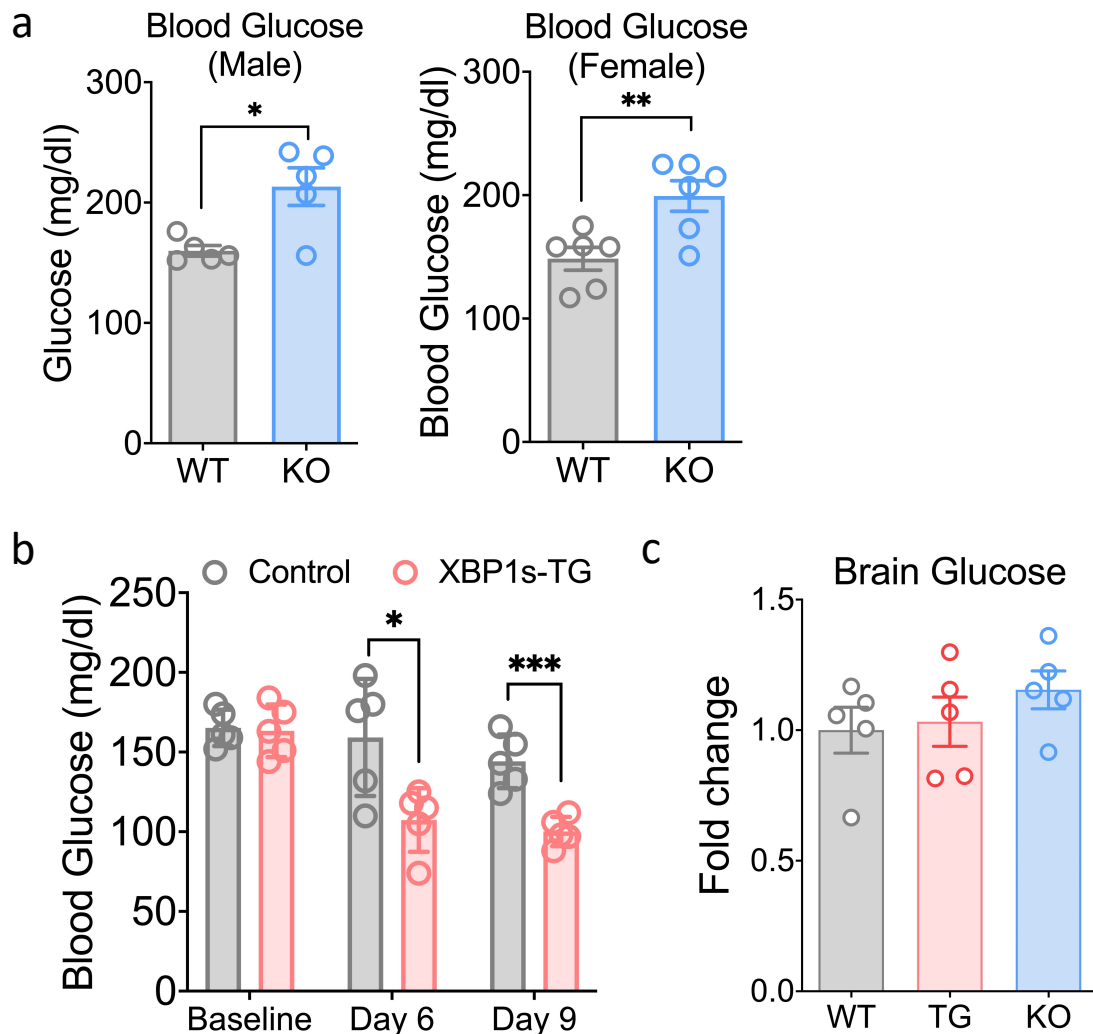

Supplemental Figure 3. Blood and brain glucose levels in Xbp1-cKO and XBP1s-TG mice. **a)** Blood glucose levels in Xbp1-cKO mice. Tail blood glucose levels in male (*left*) and female (*right*) wild-type (WT) and Xbp1-cKO (KO) mice (n = 5-6/group) were measured with a glucometer (CVS pharmacy) after 5 hours of food deprivation. **b)** Blood glucose levels in XBP1s-TG mice (n = 5/group). **c)** Brain glucose levels detected by LC-MS for WT, XBP1s-TG (TG), and Xbp1-cKO (KO) mice. Before the measurement, XBP1s-TG mice were kept on drinking water without Dox for 7 days.

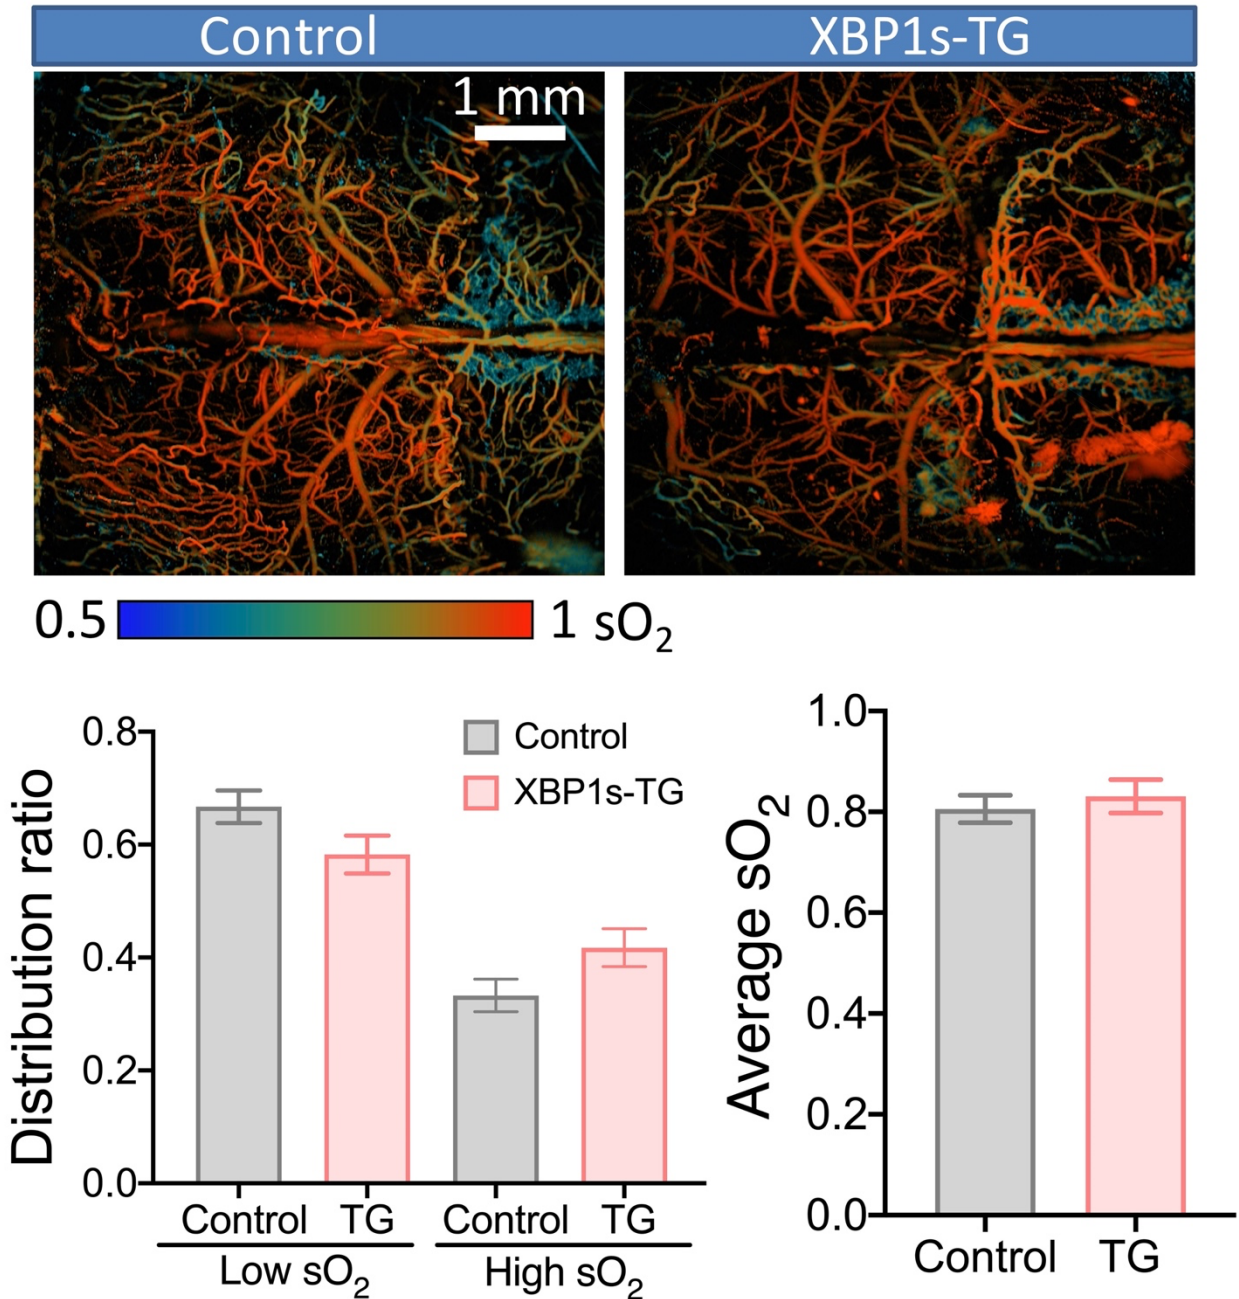

Supplemental Figure 4. Brain sO₂ levels. On day 12 after removal of Dox from the drinking water to induce expression of *Xbp1s*, control (n = 8) and XBP1s-TG (n = 3) mice were subjected to PAM imaging to examine changes in sO₂ in intact brains. Top: representative PAM sO₂ images; bottom: quantification data of sO₂ levels.

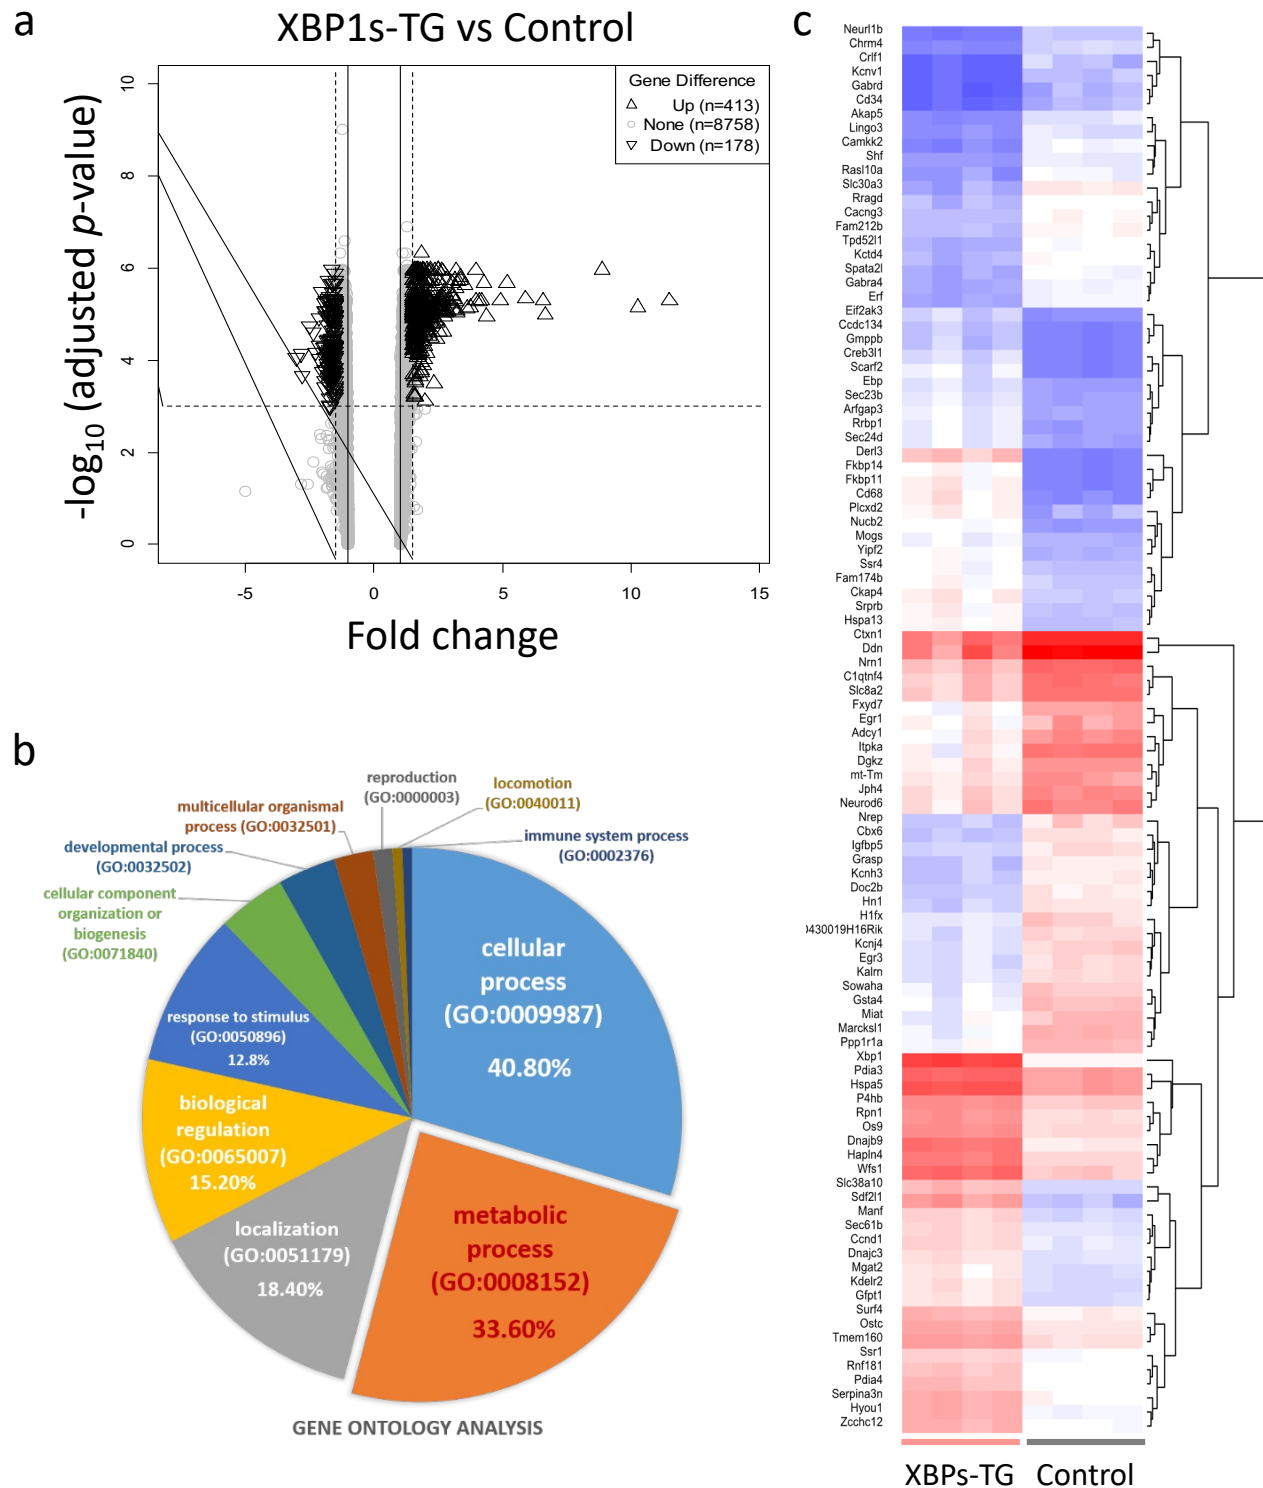

Supplemental Figure 5. RNA-seq analysis. **a)** Volcano plot. This plot depicts distribution of significance [$-\log_{10}$ (adjusted p -value)] vs fold-change [$\log_2$ (fold change)] for all genes. **b)** Gene ontology analysis of differentially regulated genes using Panthers online software. **c)** Heat-map of differentially expressed genes between control and

XBP1s-TG mice. Differentially regulated genes (XBP1s-TG vs control; Supplemental Data 1) were used to generate the heat map. Heat map colors indicate the extent of fold changes between XBP1s-TG vs control samples.

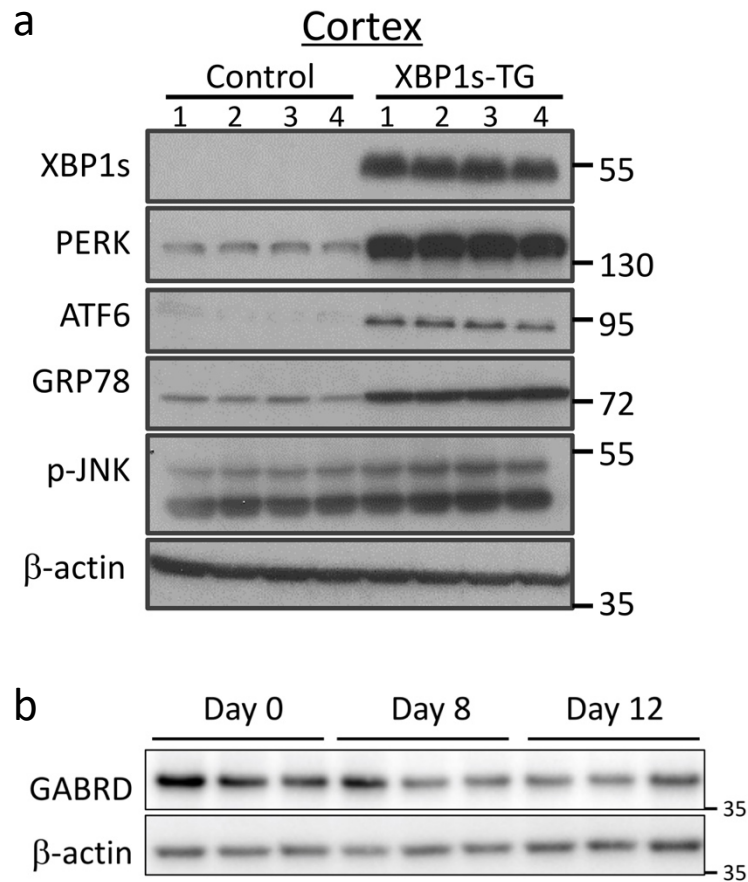

Supplemental Figure 6. Western blotting analysis of XBP1s-TG mouse brain samples. **a)** Key components of the UPR. Cortex samples were collected on day 8 after Dox removal from the drinking water. **b)** GABA_A receptor δ subunit. Hippocampal samples of XBP1s-TG mice were collected on the indicated day after Dox removal from the drinking water.

Fig. 5b

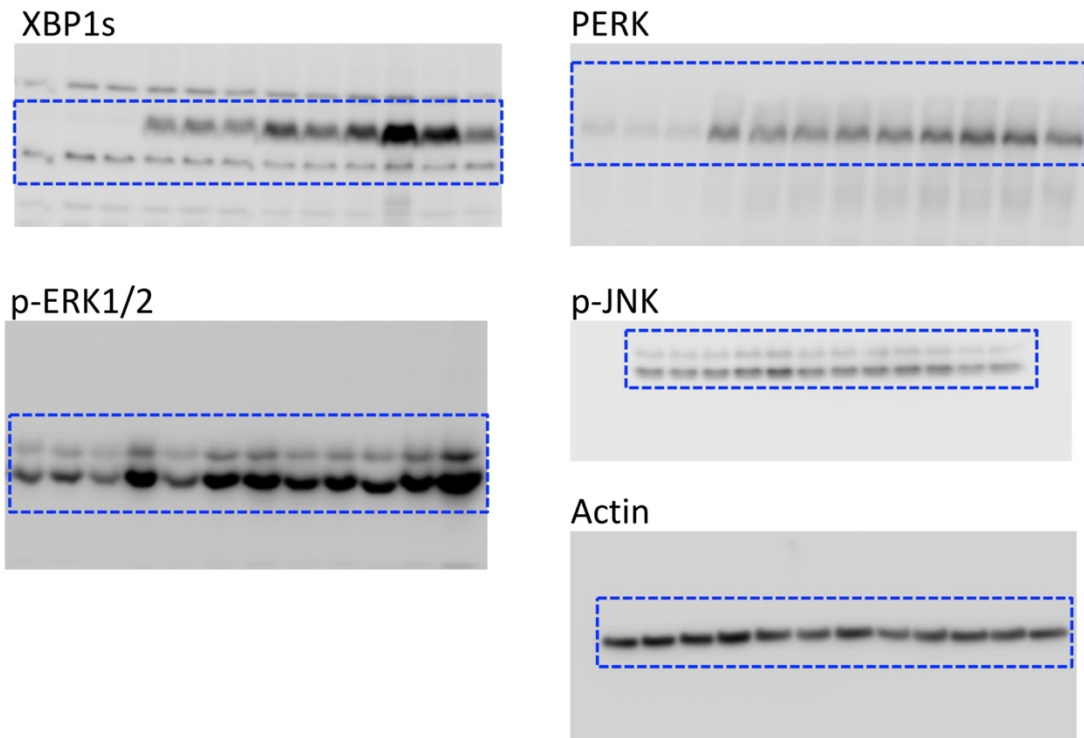

Fig. 5c

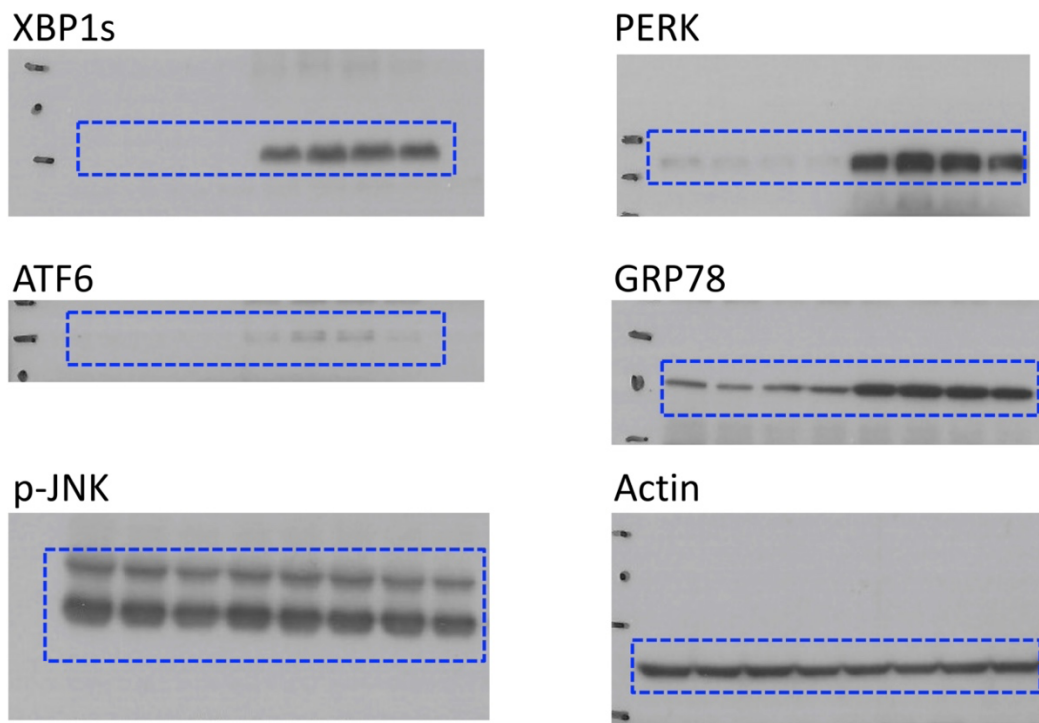

Supplementary Fig. 6a

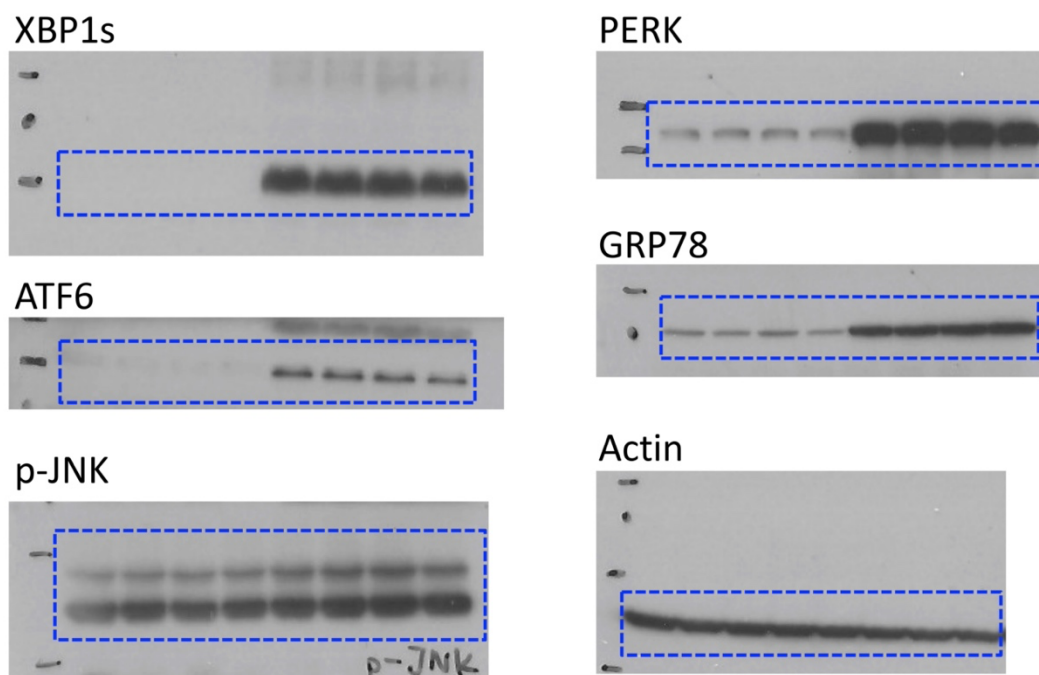

Supplementary Fig. 6b

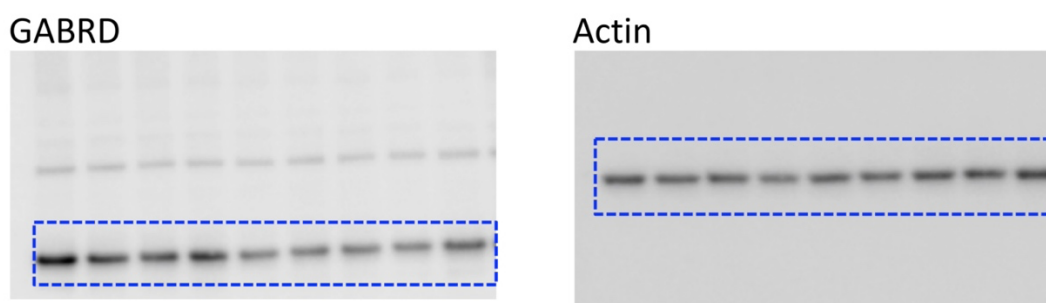

Supplemental Figure 7. The unedited Western blots.

Supplemental Table 1. Arterial blood gas in control and XBP1s-TG mice.

	Control	XBP1s-TG	<i>p</i> (n=4)
pH	7.414±0.018	7.358±0.028	0.136
pCO ₂ (mmHg)	29.40±3.13	31.65±1.64	0.548
pO ₂ (mmHg)	166.0±9.82	169.0±11.10	0.846
HCO ₃ (mmol/L)	18.60±1.31	17.78±0.80	0.611
TCO ₂ (mmol/L)	19.75±1.44	19.00±0.82	0.666
Na ⁺	144.8±0.75	143.5±0.65	0.254

Blood samples were collected from XBP1s-TG mice 7 days after Dox removal from the drinking water.

Supplemental Table 2. List of PCR primer sequences.

Purpose	Gene	Primer sequences (5'→3')
Genotyping	floxed-Xbp1	Forward: ACTTGCACCAACACTTGCCATTTC<br>Reverse: CAAGGTGGTTCACTGCCTGTAATG
	Cre	Forward: GGTGATGCAACGAGTGATGAGG<br>Reverse: GCCAGATTACGTATATCCTGGCAG
	tTA	Forward: CGCTGTGGGGCATTCTTACTTTAG<br>Reverse: CATGTCCAGATCGAAATCGTC
	Xbp1s	Forward: ACACGCTTGGGAATGGACAC<br>Reverse: CCATGGGAAGATGTTCTGGG
qRT-PCR	<i>Atf6</i>	Forward: GGTTCTTCCTCATGGACCAG<br>Reverse: CAGCTGTCGCCATATAAGGAA
	<i>CaMKKII</i>	Forward: GCTTTCTGGTCGCAAGATGT<br>Reverse: TTGGACAGCACTTTCATTGC
	<i>Derl3</i>	Forward: TCAACTTCTTCGGCTTACTCAAC<br>Reverse: GGGAAGGGGCAGGTAATCG
	<i>Gaba4a</i>	Forward: CCCTCCTGCACTTCCTGTG<br>Reverse: TTGTCAATCCATGTCTGTCTGA
	<i>Gabad</i>	Forward: GCTCCTGCTGCTCTGCAC<br>Reverse: AGGCCTAAGGTCTCGTTGGT
	<i>GRP78</i>	Forward: CGTATGTGGCCTTCACTCCT<br>Reverse: TTTCTTCTGGGGCAAATGTC
	<i>GFAT1</i>	Forward: TAAGGAGATCCAGCGGTGTC<br>Reverse: CAGCTGTCTCGCCTGATTGA
	<i>Perk</i>	Forward: GCGTCGGAGACAGTGTTTG<br>Reverse: CGTCCATCTAAAGTGCTGATGAT
	<i>β-actin</i>	Forward: TAGGCACCAGGGTGTGATG<br>Reverse: GGGGTGTTGAAGGTCTCAA
Integration site analysis	F1	CTGGCGTAATAGCGAAGAGG
	R1	GGGGATCTTTTGTCTTTGGA

	F2	GGAGGGGTCAAGGAGATGAT
	R2	GATCCCTCGAGGAGCTTTTT

Supplemental Table 3. Seizure scoring chart.

Seizure Score	Behavioral Description
**1**	Immobile
**2**	Rigidity (Stretched forelimbs or erected tail)
**3**	Time of seizure onset noted (Movement of forelimbs above the ground rapidly)
**4**	Rearing (Forelimbs lift so high that mice fall over because of loss of balance)
**5**	Constant seizure (Persistent and continuous rearing that may lead the mice in a constant status and lay on the ground)
**6**	Jump (Suddenly jumps around intensely)

Supplemental Table 4. List of primary antibodies.

Antibody (Cat. #)	Dilution	Species	Manufacturer
ATF6 (sc-22799)	1:1000	Rabbit	Santa Cruz
p-ERK1/2 (4370)	1:1000	Rabbit	Cell Signaling Technology
GRP78 (3183)	1:1000	Rabbit	Cell Signaling Technology
p-JNK (4668)	1:1000	Rabbit	Cell Signaling Technology
PERK (3192)	1:1000	Rabbit	Cell Signaling Technology
XBP1 (SC-7160)	1:1000	Rabbit	Santa Cruz
GABRD (868A-GDN)	1:1000	Rabbit	PhosphoSolutions
β-actin (A3854)	1:10000	Mouse	Sigma

# Supplementary material for: Sustained overexpression of spliced X-box-binding protein-1 in neurons leads to spontaneous seizures and sudden death in mice
**Source:** Commun Biol. 2023 Mar 9;6:252. doi: 10.1038/s42003-023-04594-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File name: Supplementary Data 1

Description: The list of differentially expressed genes (DEGs) of the RNA-Seq analysis of control and XBP1s-TG mouse hippocampi. The selection criteria are: $p_{\text{adj}} < 0.05$ and fold change ≥ 1.5 or ≤ -1.5 .

File name: Supplementary Data 2

Description: The numerical source data for the graphs in the paper.

File name: Supplementary Movie 1

Description: This representative video shows behavioral expression of spontaneous seizures at the early stage after induced Xbp1s expression in a XBP1s-TG mouse.

File name: Supplementary Movie 2

Description: This representative video shows behavioral expression of spontaneous seizures at the later stage after induced Xbp1s expression in a XBP1s-TG mouse.

# Supplementary material for: Sustained overexpression of spliced X-box-binding protein-1 in neurons leads to spontaneous seizures and sudden death in mice
**Source:** Commun Biol. 2023 Mar 9;6:252. doi: 10.1038/s42003-023-04594-8
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Data analysis

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The data that support the findings of this study are available from the corresponding author upon reasonable request. The RNA-seq raw data have been deposited in the GEO database with the accession number GSE160263.

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see nature.com/documents/nr-reporting-summary-flat.pdf

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Since our study is reporting a new phenotype, the sample size was based on our pilot experiments.

Data exclusions

No data have been excluded for analysis.

Replication

At least 3 biological replicates were performed for each experiment.

Randomization

Animals were assigned to groups randomly.

Blinding

Measurements and analyses were performed blindly whenever possible.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

Methods

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	ATF6 (sc-22799; Santa Cruz), p-ERK1/2 (#4370; Cell Signaling Technology), GRP78 (#3183; Cell Signaling Technology), p-JNK (#4668; Cell Signaling Technology), PERK (#3192; Cell Signaling Technology), XBP1 (SC-7160; Santa Cruz), β -actin (A3854; Sigma); GABRD (868A-GDN; PhosphoSolutions)
Validation	Validations could be found in the manufacturer's websites and also in published studies.

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	HEK293T cells (ATCC)
Authentication	No authentication was performed in this study
Mycoplasma contamination	Cells were not tested for mycoplasma contamination in this study.
Commonly misidentified lines<br>(See ICLAC register)	None

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	All mouse lines were on a C57BL/6 genetic background. Both male and female mice (2-4 months) were used.
Wild animals	N/A
Reporting on sex	The novel phenotype was found in both male and female mice. Thus, no sex-specific analysis was performed.
Field-collected samples	N/A
Ethics oversight	All experiments were conducted with protocols approved by the Duke University and Durham VA Medical Center Institutional Animal Care and Use Committees

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

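Hippocampal RNA-Seq of 4 XBP1s-TG and 4 control mice, taken 7 days after Dox removal at 2 months of age, was analysed from the values per gene that the authors deposited. The groups of the 8 libraries (S1 to S4 XBP1s-TG, S5 to S8 Control) are those given with that table. Its columns carry no replicate numbers that pair a XBP1s-TG mouse with a control mouse, so no block or pairing was used.

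According to the paper's methods, libraries were prepared from 500 ng of total RNA with the KAPA Stranded mRNA-Seq Kit, sequenced on an Illumina HiSeq 4000 and converted with bcl2fastq2 v2.20. Reads were checked with FastQC and trimmed with Trimmomatic (HEADCROP 12, TRAILING 20, SLIDINGWINDOW 4 and 20, MINLEN 15). The authors then mapped them to GRCm38 and counted them per gene of its annotation 83 with CLCbio Genomics Workbench under default parameters, and normalized the counts to TPM values within each library. The table holds TPM values of 46983 genes in 8 libraries as deposited by the authors, and each library sums to 1000000. The values are not log transformed, quantile normalized or floored. The table also holds the mean TPM of each group, which equal the means of the libraries, and an unadjusted p-value per gene. The p-values deposited by the authors equal those of a two-sided equal-variance test of the untransformed TPM values, and the test behind them is not stated. They are given here for Gpc6, Gabra4 and Gabrd.

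From the TPM values, 2 was added, log2 taken and the 8 libraries quantile normalized with limma 3.58.1 in R 4.3.3. The 9270 genes with at least 1 library above 4 on this scale (14 TPM) were fitted with lmFit and eBayes with a trend. Genes with a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5 were called. The paper adds the same pedestal of 2, removes genes with no value above 1 on the log2 scale and applies a noise limit, whose number its methods do not give. The smallest group mean in its Supplementary Data 1 is 4, and this was taken as the limit, as a filter on genes and not as a floor. The paper used a test per gene with unequal variances, in place of which limma was used here because each group has 4 libraries. Genes under the limit, among them Gpc6, Ern1 and 9 of the 19 GABAA receptor subunits, were compared with the exact two-sided permutation test of log2(TPM + 2), whose smallest p for 4 libraries against 4 is 0.0286.

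Gene lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry, with Benjamini-Hochberg adjustment over the 38 lists with at least 5 genes tested. Fisher's exact test compared down- with upregulated genes inside and outside the synaptic lists. These lists take the place of the paper's IPA analysis, whose content was not used here. Positions of genes are those deposited by the authors, and the exons and intron of Gpc6 are from GENCODE M21 on GRCm38.

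Whole reads were recovered from the ratios of TPM values within each library, for 29237 of 29237 genes above 0 TPM at a tolerance of 0.001. They gave 34874402 to 52135987 reads (or read pairs) assigned to genes per library. A gene at the limit of 14 TPM holds 156 to 232 reads per kilobase of exon. The 10 most abundant genes took 17.0% to 19.1% of TPM in control and 13.2% to 15.6% in XBP1s-TG libraries.

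The genes named are, by a rule set before the deposited table was examined, the 10 upregulated and 10 downregulated genes with the largest change and no overlap between groups on the normalized log2 scale, each gene named in the results text or drawn in Fig. 5a, 5f or 5g, and the 4 genes of each list with the smallest adjusted p. The values of Supplementary Data 1 and 2 had been seen when the rule and the lists were written. Ttr, Avp, Oxt, Pmch, Prox1, C1ql2, Lct, Dsp, Fos, Egr1, Nr4a1, Gfap, Cx3cr1, H2-M3, H2-DMa, Creb3l2, Creb3l3, Kcnv1, Akap5, Dlg4, Camk2a, Mapk3, Nme1, Nme2, Tgds, Dnajc3, Ppp1r15a, Scn3b, Gnpnat1, Gsta4, Nfkb2, Slc38a10, Slc39a7 and Slc8a2 fall outside the rule and were chosen after their values were seen. A few genes that meet the rule are not reported here.

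Alternatives were a pseudocount of 1 or 0.1, no filter, a stricter filter (5), no normalization beyond TPM, median centring, values below 4 raised to 4, no trend, an unequal-variance test per gene, both of the last changes of the paper together, the adjusted p alone, and each library left out in turn. Leaving out S1 and S3, leaving out S1 for the subunits, and voom on the recovered reads were added after the data were seen. The fit was tested on simulated data with the design of 4 against 4. Changed genes were drawn from those with a mean above 5 on the log2 scale. A list of cytosolic ribosomal protein genes was raised as well. Recovery meant an adjusted p under 0.05 in the right direction, without the limit on the fold change. Of 67 genes changed 1.5-fold 66 were recovered, of 67 changed 2-fold 67, and of 66 changed 3-fold 65, among 9119 genes tested. Of 262 genes at an adjusted p under 0.05, 12 had been changed in neither way. Noise was drawn for each gene independently, without correlation between genes, so this share need not hold for the real libraries. Calls by both thresholds and genes near the filter were not tested in this way. Western blots, qRT-PCR, recordings and the sequence reads themselves were not analysed here.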

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

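The tests of explanations in this part were chosen after the results were seen.

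Gpc6, the host gene of the transgene, had a ratio of 0.58 between XBP1s-TG and Control. Counting error alone does not reach this, since the upper 95% bound of the ratio of read rates is 0.623. The small amount of choroid plexus in S1 and S3 does not account for it either, because the higher of S2 and S4 is 0.74 of the lowest control library. Whether the insertion itself or XBP1s lowers Gpc6 cannot be told apart at a ratio of 0.58, since both go together in the XBP1s-TG libraries and the sources used here do not say whether the control mice carry the insertion.

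Gabra2 took separate levels, 67.7 to 87.0 TPM in 4 libraries (S1, S3, S6 and S8) and 34.7 to 45.8 TPM in the other 4, with 2 high libraries in each group. Sex does not account for it, since among libraries of the same Xist pattern the highest value is at least 2.34 times the lowest. Neighbouring tissue of the kinds listed does not either in Control, because over 17 lists of cell types and regions the medians of the high and the low control pairs differ by at most 0.20 on the log2 scale (thalamus, -0.20), against 1.05 for Gabra2. Regions without a list, such as the neocortex, were not tested. In XBP1s-TG, where the high pair S1 and S3 also holds little choroid plexus RNA, the largest rise of a list over S2 and S4 is 0.63 (hypothalamus, with S3 below S4), against 0.86 for Gabra2, and dilution by choroid plexus RNA does not account for it either, since the 9270 tested genes moved by a median of 0.032 (5th to 95th percentile -0.20 to 0.24) in plain log2(TPM + 2), against 0.90 for Gabra2. A strain variant of Gabra2 stays open and cannot be told apart from other sources without genotypes, with the lowest high value at 1.48 times the highest low value. Apart from sex, no biological explanation was tested, since both levels occur in both groups.

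Gabre and Gabrq were highest in S1 (2.32 and 3.86 TPM). Normalization across libraries did not enter these values, which are plain TPM, so there was nothing to test on that point. On this scale Gabrq in S1 is 3.28 times the next XBP1s-TG library. Neighbouring hypothalamic tissue is a candidate source, because the median of the other hypothalamic genes in S1 exceeds the highest other library by 1.06 on the log2 scale, and Avp (132 TPM), Oxt (41.4 TPM) and Pmch (57.2 TPM) were also highest there. A response to XBP1s cannot be told apart for the other XBP1s-TG libraries, since without S1 the exact permutation test gave p = 0.0286 for Gabrq and p = 0.0857 for Gabre.

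By Dixon's test at 95%, 11 of 124 groups of 4 libraries held a library apart from the others, where chance gives about 6.2. These were Eif2ak3 in control library S8 (14.3 TPM, others 17.1 to 17.5), Gabra3 in S3 (39.5 TPM, others 44.4 to 44.9), Gabra4 in S3 (23.5 TPM, others 32.5 to 34.2) and Gabrb2 in S8 (45.9 TPM, others 59.7 to 61.6). Near the limit of detection, they were Gabrp in S6 (0.0493 TPM) and in S2 (0.0226 TPM), with 0 in the other libraries of each group, and Gabrr1 in S2 (0.401 TPM, others 0.197 to 0.229). Among medians of gene lists against the Control mean on the log2 scale, GDP-mannose and pentose phosphate genes stood apart in S4 (0.021, others -0.077 to -0.064), glutamate receptors in S2 (-0.073, others -0.202 to -0.181) and interneuron markers in S3 (-0.126, others 0.047 to 0.064). Control library S5 held 52135987 reads assigned to genes, the other control libraries 34874402 to 37432684.

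Among genes that the paper does not discuss, log2 fold changes above Control were 2.75 for Cd68, 1.75 for Serpina3n, 1.37 for H2-K1, 2.30 for Gal, 0.98 for Gpx3 and 0.86 for Baiap3. Gal, Gpx3 and Baiap3 belong to the hypothalamic list, whose median is highest in S1 (1.60), and without S1 and S3 Gpx3 was called (0.75) while Gal and Baiap3 were under the limit for the test. Baiap3 lost its call without S4 (adjusted p = 0.0538) or S5 (adjusted p = 0.0696).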

How the results depend on the processing

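Leaving out S1 and S3 or S1 alone and voom on the recovered reads were chosen after seeing the data, the other alternatives before the deposited table was examined. No paired analysis was possible because the columns carry no replicate numbers. The directions of Xbp1, Atf6, Eif2ak3, Gabra4 and Gabrd and their side of the thresholds held under each alternative run. Among the log2 fold changes that were called, of genes in the text or picked by the rule, 0 changed sign under any alternative run. Of 135 such genes, 14 lost their call with values below 4 raised to 4, 21 with that and an unequal-variance test, 11 of 134 with no normalization (5 of 101 uncalled genes gained one) and 24 of 131 without S1 and S3. Leaving out each library in turn, the counts ranged from 646 to 927 differentially expressed genes, 455 to 594 up and 191 to 333 down, and 63.4% to 70.4% up.

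With the adjusted p alone, 4989 genes passed, 2260 up and 2729 down (45.3% up), with 84 synaptic genes down and 16 up and 5 GABAA subunits down and 2 up, since this setting drops the fold change. With no normalization, 150 genes were downregulated, 82.5% were upregulated, 1 synaptic gene rose and 11 lists were lower by camera. With no filter, 70.7% were upregulated, 13 lists were higher and 12 lower. Without S1 and S3, 152 genes were downregulated and 72.8% upregulated, with 547 genes shared with the 775. By voom, 74.4% were upregulated and 1 synaptic gene rose, with 733 shared. The cause was not tested. With an estimated correlation, 0 lists were higher and 0 lower by camera, with 1 at an unadjusted p under 0.05. By fry, 12 were higher and 14 lower.

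The Gpc6 difference in log2(TPM + 2) is 0 with values below 4 raised to 4, because all 8 libraries are under 4 on that scale. Without S1 and S3 it is -0.46 (exact permutation test, p = 0.0667, the smallest p that 2 libraries against 4 allow). For Ern1, leaving out each library gave 0.07 to 0.16, with p = 0.0286 without S7 (exact permutation test). Of the GABAA subunits, 4 in place of 7 had an exact p under 0.05 without S1. The groups of all 7 still do not overlap without S1. With groups of unequal size another split can give as large a difference, so the lower count does not show that these subunits depend on S1. In Fig. 5f, 27 to 29 of 29 genes were called in the drawn direction when each library was left out, and 24 without S1 and S3. Genes under 14 TPM in all libraries were not in the test across genes, and for them a fold change on the scale of TPM + 2 understates the ratio.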

Differences from the paper's values

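A log2 fold change was taken to differ if it lay further from the paper's than the larger SD of the 2 groups on the normalized log2 scale. Of 45 named genes that are also in Supplementary Data 1, 6 differ in their log2 fold change and 0 in sign. For Derl3 the paper's value is 3.52 and the value here 5.37, for Fkbp11 the paper's is 2.74 and here 4.53, and for Scarf2 the paper's is 2.13 and here 3.75. For Fkbp14 the paper's value is 2.56 and here 2.88, for Creb3l1 the paper's is 1.85 and here 2.57, and for Sec61g the paper's is 0.84 and here 1.47. All 6 have a mean of 4 in control mice in the paper's table. Of 18 alternatives set before the deposited table was examined, the same 2 bring the value of each gene within that SD of the paper's, namely values below 4 raised to 4, and that together with an unequal-variance test per gene. The other 16 do not.

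The paper's counts are 591 differentially expressed genes, 413 up and 178 down, and the counts here are 775, 520 and 255, which differ by less than 1.5 times. Both use a fold change of 1.5 and an adjusted p of 0.05, while the test and the handling of low values differ. With values below 4 raised to 4 and an unequal-variance test per gene, the counts here are 419 up and 177 down, and 70.3% are upregulated. Zbtb18 (log2 fold change -0.58) and Tuba4a (-0.57), listed as downregulated by the paper, fall short of 1.5-fold here, and the adjusted p alone calls both.

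The paper states that Gpc6 expression was similar between groups. Here Gpc6 was at 2.42 TPM in XBP1s-TG and 4.17 TPM in Control, without overlap of the libraries (exact permutation test, p = 0.0286). The authors' own p-value in the deposited table is 0.000613, which is unadjusted and equals that of an equal-variance test of untransformed TPM. The paper judged genes by an adjusted p from an unequal-variance test of floored log2 values. With values below 4 raised to 4, the difference in log2(TPM + 2) is 0.

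For Fig. 5g, the paper's supplementary table gives 19 subunits as ratios to the Control mean. The same ratios from the TPM values used here differ by at most 5.5e-06, within a tolerance of 1e-04.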

Other observations

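The tests of lists and the other splits for the count of differentially expressed genes were set before the deposited table was examined, and the grouping of H2 genes, the use of the splits for the further counts and what chance would give in each were written after the values were seen.

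Of 6 tested genes with a symbol starting in H2 and a hyphen, 2 were called by limma, both higher in XBP1s-TG hippocampi. H2-K1, a class I major histocompatibility gene, was at 71.5 TPM against 24.3 TPM (log2 fold change 1.37), and H2-M3, picked after its values were seen, at 28.9 TPM against 3.13 TPM (2.52), while H2-D1 (0.50) and H2-DMa (-0.57, picked after its values were seen) were short of 1.5-fold. H2-DMa was called lower without S2, S6 or S7 (-0.64, -0.59 and -0.62) and by voom (-0.59). Serpina3n, a protease inhibitor raised in reactive astrocytes, was at 238 ± 47.3 TPM (SD, n = 4) against 63.2 ± 6.56 TPM (SD, n = 4). Of 6 reactive astrocyte genes tested, these (H2-K1 and Serpina3n) were the 2 that rose (4 without normalization and 3 by voom; camera, adjusted p = 0.0653), and Gfap, the astrocyte filament gene picked after its values were seen, was at 252 ± 83.6 TPM (SD, n = 4) against 218 ± 16.2 TPM (SD, n = 4; adjusted p = 0.82 from limma). Cd68 was the 1 of 16 microglial genes that rose, and 12 were lower at an adjusted p under 0.05, P2ry12 by -0.45 and Cx3cr1, picked after its values were seen, by -0.24, all short of 1.5-fold. The microglial list was lower by camera (adjusted p = 0.0206), and its adjusted p was 0.616 with an estimated correlation. Nfkb2, picked after its values were seen, rose by 1.70. The ER-resident transcription factor genes Creb3l3 (2.48) and Creb3l2 (1.06), picked after their values were seen, rose with Creb3l1, and with values below 4 raised to 4 Nfkb2, Creb3l3 and Creb3l2 fell short of 1.5-fold.

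Markers of dentate granule cells were lower, with 6 of 11 genes falling and 0 rising, and the same counts adjusted over the list alone (camera, adjusted p = 0.00107; adjusted p = 0.441 with an estimated correlation). Plk5 (-1.50), Lct (-1.09), C1ql2 (-1.09) and Dsp (-0.74) fell, the last 3 picked after their values were seen, while Prox1, a transcription factor of granule cells picked in the same way, was at 35.4 against 34.8 TPM (-0.10, adjusted p = 0.141). With values below 4 raised to 4, 3 dentate genes fell, and without S1 and S3 C1ql2 lost its call (-0.66). Of 10 CA1 genes, Wfs1, which encodes an ER membrane protein, rose by 1.98 and Nov (-0.68) and Man1a (-0.68) fell. Of 7 CA3 genes, Homer3 (-0.73) and Bok (-0.70) fell, and without S1 and S3 neither passed. Man1a and Bok lost their calls without S3 (-0.58 and -0.55). Of 6 CA2 genes, 0 passed both thresholds by limma or voom, and 4 were lower at an adjusted p under 0.05, short of 1.5-fold. Of 10 hypothalamic and limbic genes, Gal, which encodes galanin, Gpx3 and Baiap3 rose (camera, adjusted p = 0.108), without S1 and S3 1 rose, and with values below 4 raised to 4, 0 rose. Of 5 striatal genes, Ppp1r1b (-0.89) and Penk (-0.61) fell (3 adjusted over the list alone), and without S1 and S3 neither passed. Penk lost its call without S3, S4 or S6 (-0.50, -0.57 and -0.56). Fibroblast, ependymal and blood lists had 3, 3 and 4 genes tested and 0 called by limma or voom.

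All 8 genes of Fig. 5a were called, 5 up and 3 down, in a list that the study chose on the same libraries. Of the Camk2a-tTA insertion site genes, 2 were tested and 0 called, Esyt2 at 20.1 against 16.8 TPM (log2 fold change 0.15) and Ptprn2 at 62.6 against 53.5 TPM (0.10).

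The 8 libraries were also split into 4 and 4 in each of the 35 possible ways. In 1 split, the real one, the count of differentially expressed genes reached 775, and the highest other count was 3. The other splits mix both groups, so the difference between the groups enters their spread and lowers their counts. The real split is the highest of the 35, the smallest share this design allows, so the comparison alone does not exclude chance. The counts of upregulated genes (520, highest other 2), downregulated genes (255, highest other 2), synaptic genes called (27, highest other 0) and genes called in the ER lists (100, highest other 0) were each reached in 1 split, but they are parts of a total that is at most 3 in the other splits, so that these counts say nothing on chance beyond the total. The number of lists called by camera was 15 in the real split, reached or passed in 6 of 35 splits with 18 as the highest other, so that chance is not excluded for that number.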
